# Anti-inflammatory effects of vagus nerve stimulation in pediatric patients with epilepsy

**DOI:** 10.3389/fimmu.2023.1093574

**Published:** 2023-02-10

**Authors:** Supender Kaur, Nathan R. Selden, Alejandro Aballay

**Keywords:** neuroimmune, vagus nerve stimulation, seizure, tumor necrosis factor, cytokines, peripheral blood monocytes cells, insulin, blood glucose

## Abstract

**Introduction:**

The neural control of the immune system by the nervous system is critical to maintaining immune homeostasis, whose disruption may be an underlying cause of several diseases, including cancer, multiple sclerosis, rheumatoid arthritis, and Alzheimer’s disease.

**Methods:**

Here we studied the role of vagus nerve stimulation (VNS) on gene expression in peripheral blood mononuclear cells (PBMCs). Vagus nerve stimulation is widely used as an alternative treatment for drug-resistant epilepsy. Thus, we studied the impact that VNS treatment has on PBMCs isolated from a cohort of existing patients with medically refractory epilepsy. A comparison of genome-wide changes in gene expression was made between the epilepsy patients treated and non-treated with vagus nerve stimulation.

**Results:**

The analysis showed downregulation of genes related to stress, inflammatory response, and immunity, suggesting an anti-inflammatory effect of VNS in epilepsy patients. VNS also resulted in the downregulation of the insulin catabolic process, which may reduce circulating blood glucose.

**Discussion:**

These results provide a potential molecular explanation for the beneficial role of the ketogenic diet, which also controls blood glucose, in treating refractory epilepsy. The findings indicate that direct VNS might be a useful therapeutic alternative to treat chronic inflammatory conditions.

## Introduction

The nervous system plays an important role in the control of appropriate immune responses. A well-described neural-immune pathway concerns the activation of sensory vagal fibers by engagement of the IL-1β receptor, which results in the activation of anti-inflammatory mechanisms (1, 2). Thus, vagus nerve stimulation (VNS) could act as an anti-inflammatory therapy through the control of the neuro-immune axis. VNS plays a dual anti-inflammatory role *via* the efferent and the afferent fibers activating the cholinergic anti-inflammatory pathways (CAP) and the hypothalamic-pituitary-adrenal (HPA) axis (3). In this study, we describe recent findings regarding the transcriptional changes that take place upon chronic VNS in pediatric epilepsy patients.

Signals from the vagus nerve inhibit the production of cytokines and tumor necrosis factor (TNF) in monocytes and macrophages (4). Studies in different model systems have shown that stimulating the vagus nerve enhances the release of acetylcholine in the spleen and other tissues by activating choline acetyltransferase positive T cells (5). Studies also indicate that electrical stimulation of the vagus nerve can inhibit tumor necrosis factor (TNF) production in humans (6). However, the mechanism of such inhibition and its overall effects on immune cells remain unclear. To provide insights into the potential therapeutic implications of vagus nerve stimulation, we examined blood samples taken from a cohort of existing pediatric patients with localization-related epilepsy and ongoing VNS treatment. Pediatric epilepsy patients differ from adult patients regarding seizure semiologies and the prevalence of specific epilepsy syndromes and etiologies. For pediatric patients, the main goal of treatment is a reduction in seizure burden while minimizing treatment side effects (7). The treatment of drug-resistant epilepsy (DRE) is more challenging in children because of the additional impact of both seizure burden and treatment on neurodevelopment and risk for related permanent psychosocial impairment. Thus, the treatment of DRE is often more aggressive in children than in adults (8).

VNS has been used for decades in patients with epilepsy (9, 10). It has also shown anti-inflammatory properties, suggesting a role for VNS in the treatment of inflammatory disorders such as rheumatoid arthritis (RA) (6), inflammatory bowel disease and Crohn’s disease (3), lung injury and diabetes (11). Epilepsy is a comorbid disorder accompanied by cognitive, physiological, and neurological dysfunction. Epilepsy is characterized by recurring seizures due to excessive neuronal function resulting from disruption of neuronal activity (12). According to a 2006 World Health Organization (WHO) report, 2.4 million cases of epilepsy are diagnosed annually. The Global Burden of Disease Study of 2016 indicates that more than 50 million people have epilepsy worldwide (13). Although there are many underlying mechanisms responsible for epilepsy, the actual cause of the disease is still unknown. Standard therapies, including anti-epileptic drugs (AEDs), only help manage the disease but do not cure it. In addition, existing medications have severe side effects and significantly affect development, quality of life, and social functions (14). Treatment for epilepsy in its early stages is critical as uncontrolled seizures can damage the brain and reduce the ability to think and learn. Treatment also lowers the risk of sudden death during or after a seizure, but in about one-third of patients, seizures cannot be controlled with medication alone. It has been reported that among 146 patients treated with VNS, more than 90% had fewer seizures, 50% had shorter seizures, and almost 75% needed less medication (15).

To explore immune pathways that VNS may control, we examined the genome-wide gene expression changes that occur in human peripheral blood monocyte cells (PBMCs) from epileptic patients treated with VNS. PBMCs are a variety of specialized immune cells in the human body and are used for the immune response to infections and the development of immunotherapeutic strategies (16). We compared the gene expression changes in epileptic patients treated with VNS with the changes observed in an untreated control group. For transcriptional profiling, we used the peripheral blood mononuclear cells (PBMCs) isolated from whole blood samples from both groups. Our study showed that VNS inhibits several immune pathways in human PBMCs.

## Materials and methods

### Epileptic patients treated with anticonvulsants or anticonvulsants and VNS

To determine whether VNS controls inflammation in humans and genome-wide changes in gene expression, we studied pediatric epilepsy patients (≥5 to ≤18 years of age) with a localization-related epilepsy diagnosis. These patients were treated with anticonvulsant medication by their standard of care provider. For this study, there were two groups of 4 patients each (**Table 1**):

**Table 1:** A comparison of vagal nerve treated (n =4) and not treated (n = 4) seizure groups.

Group 1 (Treated)	Group 2 (Control)
Seizures	Seizures
Anticonvulsants	Anticonvulsants
Vagal Nerve Stimulator	No Vagal Nerve Stimulator

Both the treatment group and control group included 2 female and 2 male patients, ranging in age at the time of venipuncture from 8 to 17 years (treatment group) and 6 to 18 years (control group). Age at epilepsy onset was also similar between the groups, ranging from 4 months to 7 years in the treatment group and 2 months to 9 years in the control group. Patients in the treatment group were on 1 to 4 (median 2) medications, and in the control group, 1 to 3 (median 2) medications. One treatment group and two control group patients suffered from partial epilepsy, with the remainder in both groups suffering from primary or secondary generalized epilepsies. Intellectual delay and/or autism spectrum disorders were present in 3 patients in each group. The seizure frequency varied between multiple seizures per day and seizures approximately monthly, and was balanced between the two groups.

In each case, the VNS device used was the model 105 generator and 304 lead from Cyberonics, Inc., Houston, USA. The 4 treatment subjects had been treated continuously for 3 to 6 years with settings at the time of the study venipuncture ranging from 1.75 to 2.25 mA, 20 to 30 Hz, 250 to 500 microseconds square wave pulse, and off time from 1.8 to 5 minutes, with an on time in each case of 30 seconds.

After study consent was obtained, venous blood was drawn (3 mL/Kg up to 10 mL) one time during a routine clinic visit by a licensed nurse practitioner. Medical records were also collected for each subject and saved to a secure REDCap database.

### Study population

Our study included a pediatric population. Pediatric patients more commonly suffer from extra-temporal epilepsy treated by VNS and are more commonly affected by epilepsies with an inflammatory component. There were certain inclusion and exclusion criteria.

#### Inclusion criteria

(1) Positive diagnosis of medically refractory epilepsy, defined as focal seizures that are not controlled despite the use of two anti-seizure medications at correct doses.
(2) Patients aged ≥5 to ≤18 years
(3) Patient is neither febrile nor has any type of infection at the time of the visit
(4) Currently taking antiepileptic medications

#### Exclusion criteria

(1) Presence of a feeding tube or tracheotomy
(2) Presence of any other surgical implants
(3) Patient is febrile or has any type of infection at the time of the visit
(4) Patients aged < 5 years or > 18 years

### Recruitment methods

Samples were collected at Oregon Health & Science University (OHSU). Subjects were identified from the study team’s clinical practice on an ongoing basis, and recruitment was done during a Neurology clinic visit.

### Consent process

The study was approved by the Institutional Review Board. All procedures were explained to the child and parent during their clinic visit. We explained the study procedures involved (an extra blood draw), along with the subject’s rights within the study. We followed OHSU guidelines for collecting assent, including when children cannot provide consent due to cognitive impairment or due to young age. Consent was obtained from at least one parent if the child cannot provide consent, as per OHSU guidelines. If the child or the parent were not willing to participate, they were not enrolled in the study. We tried to minimize coercion by always reiterating that they are not under any obligation to participate in this study and that their care will not be affected. We used a short form and an OHSU translator if the potential subject had limited or no proficiency in English.

### Separation of peripheral blood mononuclear cells (PBMCs)

Fresh blood samples were used to ensure high recovery, purity, and viability of the isolated mononuclear cell fractions. Sample preparation was done at 18°C to 20°C.To a 15 ml centrifuge tube, there was an addition of 10 ml of defibrinated or anticoagulant treated blood. Next, the blood was transferred to 50 ml and added an equal volume of Phosphate buffered saline (PBS pH 7.4). After that, blood and buffer were mixed by inverting the tube several times or by drawing the mixture in and out of a pipette. To the centrifuge tube Ficoll-Paque PREMIUM (GE Healthcare) 3 ml was carefully layered and the diluted blood sample was added avoiding the mixing of the Ficoll-Paque and the diluted blood sample. Then, the centrifugation was done at 400 x g for 30 minutes. After centrifugation, the upper layer containing plasma and platelets was removed using a sterile pipette, leaving the layer of mononuclear cells undisturbed at the interface. The layer of mononuclear cells was transferred to a sterile centrifuge tube using a sterile pipette, followed by the addition of at least 3 volumes (approximately 6 ml) of balanced salt solution. Cells were suspended gently by drawing them in and out of a pipette, followed by centrifugation at 400 to 500 × g for 15min. The supernatant was discarded, and the mononuclear cells were again suspended in 6-8 ml of the balanced salt solution, followed by centrifugation at 500xg for 10 min. The supernatant was discarded, and the cell pellet was suspended in TRIzol (Life Technologies, Carlsbad, CA) and stored at -80oC for RNA isolation.

### RNA isolation and sequencing

Total RNA extraction of both control and treated samples was done using the RNeasyPlus Universal Kit (Qiagen, Netherlands) following the manufacturer’s protocol. The residual genomic DNA was removed using TURBO DNase (Life Technologies, Carlsbad, CA). Isolated RNA sample quality was assessed by High Sensitivity RNA Tapestation (Agilent Technologies Inc., California, USA and quantified by Qubit 2.0 RNA HS assay (ThermoFisher, Massachusetts, USA). Ribosomal RNA depletion was performed with Ribo-Zero Plus rRNA Removal Kit (Illumina Inc., California, USA). Samples are then randomly primed and fragmented based on the manufacturer’s recommendation. The first strand is synthesized with the Protoscript II Reverse Transcriptase with a longer extension period, approximately 30 minutes at 42°C. All remaining steps for library construction were used according to the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina^®^ (New England BioLabs Inc., Massachusetts, USA). The final libraries quantity was assessed by Qubit 2.0 (ThermoFisher, Massachusetts, USA), and quality was assessed by TapeStation HSD1000 ScreenTape (Agilent Technologies Inc., California, USA). The average size of the final library was about 350bp with an insert size of about 200bp. Illumina^®^ 8-nt dual-indices were used. Equimolar pooling of libraries was performed based on QC values and sequenced on an Illumina^®^ NovaSeq S4 2x150 (Illumina, California, USA) with a read length configuration of 150 PE for 80M PE reads per sample (40M in each direction). Library preparation was done using NEBNext Ultra II RNA (Directional) with RiboZero Plus, and sequencing was performed using Illumina NovaSeq S4 2x150 at the Novogene Genomic Services & Solutions Company, USA.

### Gene expression analysis

For the study of changes in gene expression at the whole genome level, RNA-Sequencing was used. Samples of epilepsy patients VNS treated and non-treated were obtained and sequenced. The data was analyzed using the bioinformatics tool Galaxy. The sequenced reads from the 4 control and 4 treated samples obtained were mapped to the Human reference genome “Genome Reference Consortium Human Build 38 patch release 13” (GRCh38.p13) using the aligner STAR. For sequencing depth, RNA composition counts were normalized across all samples. Differential gene expression analysis was then performed on normalized samples using DESeq2. Genes exhibiting at least two-fold change and a false-discovery rate (FDR) of 0.05 were considered differentially expressed. Analysis for gene enrichment, gene ontology (GO), or biological processes was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (david.abcc.ncifcrf.gov/).

## Results

To determine the effect of VNS on genome-wide changes in gene expression that takes place in human peripheral blood monocyte cells (PBMCs) in pediatric epilepsy patients, we studied four patients implanted with a VNS device and four patients without a VNS device. Peripheral blood was collected, and PBMCs were collected. Total RNA was isolated from the PBMCs, followed by RNA-sequencing to study the transcriptional changes that take place during VNS. 

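PBMCs are the mononuclear cells, lymphocytes and monocytes, that stay at the interface of a Ficoll gradient while granulocytes and red cells pass through it. One library was made from the PBMCs of each patient, with 4 VNS treated and 4 control patients. Ribosomal RNA was depleted and both ends of the fragments were sequenced. The authors aligned the reads with STAR to GRCh38.p13 in Galaxy and deposited, for 60604 genes listed by Ensembl identifier, each sample's read count divided by a DESeq2 size factor. The paper's text names neither the program that counted the reads nor its annotation, and gives no batch of the samples. In each sample the low values were whole multiples of the value of 1 read, and whole reads were recovered for 100% of the values. The reads counted on genes were 24804844, 12815738, 22367643 and 13696451 in control samples 1 to 4, and 13946407, 13421422, 19527372 and 14506155 in VNS samples 1 to 4. The median was 18032047 in the control and 14226281 in the VNS samples. The paper states 80M paired-end reads per sample, and the values reported here rest on the reads counted on genes. The size factors lay between 0.853 and 1.19, and the 10 most abundant genes took from 7.22% to 7.78% of the reads of a sample. No pair of samples held the same library, since the lowest median chi-square of the counts of a pair of samples was 5.03. The first principal component held 54.2% of the variance, and control samples 1 and 3 lay at one end of it and control sample 4 at the other, with control sample 2 and the 4 VNS samples between them. MALAT1, chosen after its values were seen, ordered the samples almost as this component did. Its normalized counts were 29497, 145116, 40457 and 382003 in control samples 1 to 4. They were 126150, 204754, 84050 and 89090 in VNS samples 1 to 4. Control sample 1 had the fewest genes above 0, 27337. The cause of the order along this component was not tested. The normalized values were tested as log2(value + 1) with limma, for the 19756 genes with a mean value of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. All fold changes are on the log2(value + 1) scale, which understates the change of low genes, and compare VNS with control. Single genes and set scores were also compared by a two-sided exact permutation test over the 70 ways to draw 4 of 8 samples, whose smallest possible p is 0.0286. The pathways and categories were represented by 17 gene lists written from general knowledge, because the GO and KEGG lists of DAVID were not used here. A list was tested with camera in limma, with a preset correlation of 0.01 between genes, which asks whether the list moved relative to the other genes tested. The score of a list in a sample is the mean of log2(value + 1) over its tested genes. Gene names were matched for 99.8% of the identifiers, and positions are those of GENCODE v44 on GRCh38.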

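The copy of Table S1 used here held 1999 of its 60604 genes, and their normalized values differed from the deposited ones by a relative difference of at most 4.87e-06. The authors' deposited table of the DESeq2 comparison gives a p-value for 38991 genes, of which 738 were under 0.05. After adjustment, 2 genes stayed under 0.05 in the authors' deposited table, and both were lower in VNS. For FOLR3, a folate receptor gene (chromosome 11, 72114869 to 72139892), the authors' deposited table gives a log2 fold change of -2.07 and an adjusted p of 0.00431. Its normalized count was 723 ± 350.1 in control and 102 ± 48.5 in VNS samples (SD, n = 4 each), a log2 fold change of -2.72 (standard error 0.53, exact permutation test, p = 0.0286). Of its stretches of 100 bases, 3.81% occur elsewhere in the transcripts. For RGS1, a regulator of G protein signaling (chromosome 1, 192575763 to 192580024), the authors' deposited table gives a log2 fold change of -1.86 and an adjusted p of 0.0239. Its normalized count was 298 ± 221 in control and 52.7 ± 4.71 in VNS samples (SD, n = 4 each), a log2 fold change of -2.20 (standard error 0.47, exact permutation test, p = 0.0286), and RGS1 overlaps 1 other tested gene. With each sample left out in turn, the log2 fold change went from -3.24 without control 4 to -2.44 without VNS 2 for FOLR3, and from -2.56 without control 1 to -1.76 without control 3 for RGS1. The adjusted p of each of these genes was 0.996 in limma, whereas DESeq2 on the recovered reads gave an adjusted p of 0.00152 for FOLR3 and 0.0101 for RGS1.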

Detailed information on the genes shown to be differentially expressed, including their respective fold change and p-values, can be found in **Table S1**. For RNA-seq analyses, treated and non-treated samples were considered as biological replicates of the treated versus control group using the bioinformatics tool Galaxy (17). The number of genes significantly upregulated or downregulated more than 2-folds were 180 and 563, respectively (**Tables S2, S3**).

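With limma on the normalized values, 58 genes were at least 2-fold higher and 74 at least 2-fold lower in VNS at an unadjusted p under 0.05. No gene passed 0.05 after adjustment over the 19756 genes tested, where the smallest adjusted p was 0.996, and 173 genes, 0.876%, had an unadjusted p under 0.05. In 155 genes, 0.785% of those tested, the 4 VNS values lay all above or all below the 4 control values, against 2.86% by chance. Among the limma fits, the counts moved most with sample weights, with 741 higher and 713 lower genes, of which 580 passed the adjusted threshold. These weights did not converge, and control 2 stood for most of the control group, at a weight of 41.2 against 0.153 for control 1. With weights fitted gene by gene, chosen after seeing the data, 1 gene passed. On the recovered reads, edgeR gave 66 higher and 264 lower genes and DESeq2 gave 75 and 416. When control 1 was left out, higher genes outnumbered lower ones, with 152 and 93 in edgeR and 189 and 120 in DESeq2, and when control 4 was left out they numbered 184 and 895 in edgeR and 289 and 1186 in DESeq2. The limma counts moved with single samples. Without control 4 there were 403 higher and 610 lower genes, without control 2 131 and 122, without control 3 37 and 39, and without VNS 2 28 and 43. The higher genes also numbered 129 without control 1 and 95 without VNS 3. Among the higher genes whose groups did not overlap, the smallest p-values belonged to LINC02915, MEIS1, PLCH1, LINC02884 and CENPK. LINC02915, a non-coding RNA gene (chromosome 15, 39250682 to 39254845) that overlaps 1 other tested gene, had a normalized count of 54.6 ± 19.8 in control and 157 ± 5.08 in VNS samples (SD, n = 4 each), a log2 fold change of 1.60 (standard error 0.38). MEIS1, a homeobox gene (chromosome 2, 66433452 to 66573869), had 147 ± 63.3 and 351 ± 63.4 (SD, n = 4 each), a log2 fold change of 1.31. The log2 fold change was 1.72 for PLCH1, 1.51 for LINC02884, 1.07 for CENPK and 1.75 for THNSL2, one of the 3 genes with the smallest p in Table S2. Among the genes at least 2-fold lower whose groups did not overlap, FOLR3 and RGS1 had the smallest p-values and SDK1 came next (chromosome 7, 3301252 to 4269000), with 91.5 ± 63.4 in control and 20.1 ± 8.20 in VNS samples (SD, n = 4 each) and a log2 fold change of -1.98. It was followed by a pair of genes without a symbol, one on chromosome 16 from 74367462 to 74369826 with a log2 fold change of -1.39, and one on chromosome 21 from 5022531 to 5036771 with -1.19, of whose sequence 90.6% occurs elsewhere in the transcripts. As the groups did not overlap in any of these genes, each has the smallest p that the exact permutation test allows. For the same reason no sample left out could change the direction, so neither is added support.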

The upregulated and downregulated genes were analyzed separately for gene ontology analysis (GO) and functional annotation clustering using the bioinformatics tool DAVID (18). 

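All 180 genes of Table S2 were at least 2-fold higher in VNS by the means of the normalized values, and 7 of them carry no gene name there. Many were at low counts, with 93 under a mean value of 10, and in 51 genes every control sample had at most 3 reads. Of the 87 genes that could be tested, 47 had an unadjusted p under 0.05 in limma. None passed 0.05 adjusted over all genes tested or adjusted over the list alone, where the smallest adjusted p in limma was 0.0561. As the study chose the list on these samples, the adjustment over the list alone is not independent evidence. The 4 VNS values lay all above the 4 control values in 72 genes, 40.0% of the list. The highest value belonged to VNS 1 in 49 genes, to VNS 2 in 57, to VNS 3 in 29 and to VNS 4 in 45. With each sample left out in turn, between 160 and 176 genes stayed at least 2-fold higher.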

The upregulated genes showed significant enrichment of the GO categories associated with the negative regulation of lipid biosynthetic process, cardiac cell proliferation, positive regulation of gamma-aminobutyric acid (GABA) synaptic transmission, positive regulation of glutamatergic synaptic transmission, and regulation of neuron differentiation (**Figure 1**). We also found that VNS affected lipid biosynthetic pathways, which is consistent with previous studies in rats showing that VNS has a significant effect on lipid composition (19). The enrichment of the cardiac cell proliferation we observed is also consistent with previous studies indicating that VNS can be used as a potential therapy for various cardiovascular diseases (20). Furthermore, the enrichment of the synaptic transmission GABA GO category in PBMCs suggests that VNS upregulates GABA signaling in general, as it also increases levels of GABA in the cerebrospinal fluid of VNS patients (21).

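The GABA list held 35 genes, among them the receptor subunits, the synthesis enzymes and the transporters, of which 7 passed the minimum mean value of 10 and 7 were at 0 in all 8 samples. Of the tested genes, 5 were higher in VNS. The list score was 7.04 ± 0.32 in control and 7.30 ± 0.34 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.229), and the adjusted p from camera in limma was 0.150 over the 17 lists. It was past the threshold, at an adjusted p of 0.0161 in limma, where only genes with a mean value of at least 100 were tested, and the alternatives ran from 0.0161 to 0.746. Without control 1, the difference of the scores rose from 0.26 to 0.41. Members of the list in Table S2 were NLGN1 and CA2, and none was in Table S3. NLGN1, a synaptic adhesion gene (chromosome 3, 173396284 to 174294372), was below the minimum mean value, with a normalized count of 1.47 ± 1.83 in control and 7.59 ± 4.49 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.0857). CA2, which encodes carbonic anhydrase 2 (chromosome 8, 85463968 to 85481493) and overlaps 1 other tested gene, had 609.8 ± 299 in control and 1539 ± 951 in VNS samples (SD, n = 4 each), a log2 fold change of 1.23 (standard error 0.48, exact permutation test, p = 0.0857). The VNS and control values of both genes overlapped. Within each group the GABA list score, CA2 and the score of a list of platelet genes ranked the samples in the same order. Of the control samples control 1 was highest and control 2 lowest, and of the VNS samples VNS 2 was highest and VNS 3 lowest. Platelets were not tested as a source of the GABA list genes.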

**Figure 1:**
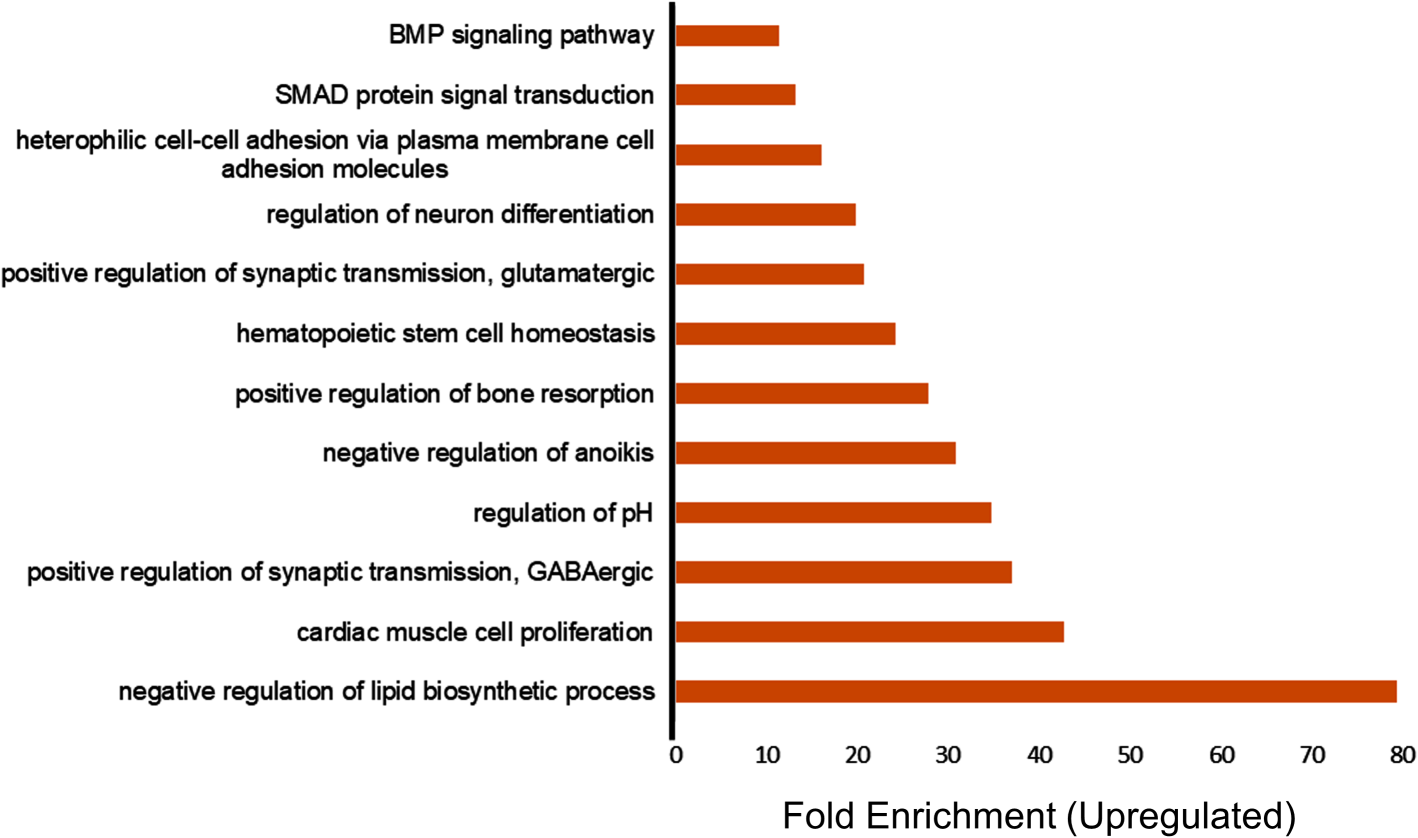
Transcriptome profiling of upregulated genes in patients treated with vagus nerve stimulation. Gene ontology (GO) enrichment analysis of upregulated genes in the patients treated with VNS vs. non- treated with P value of less than 0.05 and fold change more than 2 are included in the figure. The bars represent the different GO categories ordered by enrichment fold change shown on the x axis.

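Of the 563 genes of Table S3, 487 were at least 2-fold lower in VNS by the means of the normalized values, 54 were lower by less than 2-fold, and 22 were higher in VNS, with a ratio of VNS to control between 1.59 and 2.00. Of the 488 genes that could be tested, 99 had an unadjusted p under 0.05 in limma, and none passed 0.05 adjusted over all genes tested or adjusted over the list alone, where the smallest adjusted p in limma was 0.138. The study chose this list on these samples as well, so that the adjustment over the list alone is not independent evidence. The 4 VNS values lay all below or all above the 4 control values in 63 genes, 11.2% of the list. The highest value of the 8 samples belonged to control 1 in 390 genes and to control 3 in 118, against 19 for control 2 and 14 for control 4. The sum of the normalized values was also highest in control 1, at 29090611, followed by control 3 with 21043132. Without control 1, 215 genes of the table were at least 2-fold lower, and between 413 and 522 were so without any other sample. The gene of interleukin 4, IL4 (chromosome 5, 132673986 to 132682678), is not in Table S3 and was below the minimum mean value, with a normalized count of 13.1 ± 14.2 in control and 6.70 ± 3.64 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.600). Its log2 fold change was -0.50, and 0.10 without control 1. The gene of its receptor, IL4R (chromosome 16, 27313668 to 27364778), is in Table S3 and had 8129 ± 5981 in control and 3468 ± 881 in VNS samples (SD, n = 4 each), a log2 fold change of -0.91 (standard error 0.56, exact permutation test, p = 0.229). With each sample left out in turn it went from -1.45 without control 4 to -0.47 without control 1.

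**Figure D1:**
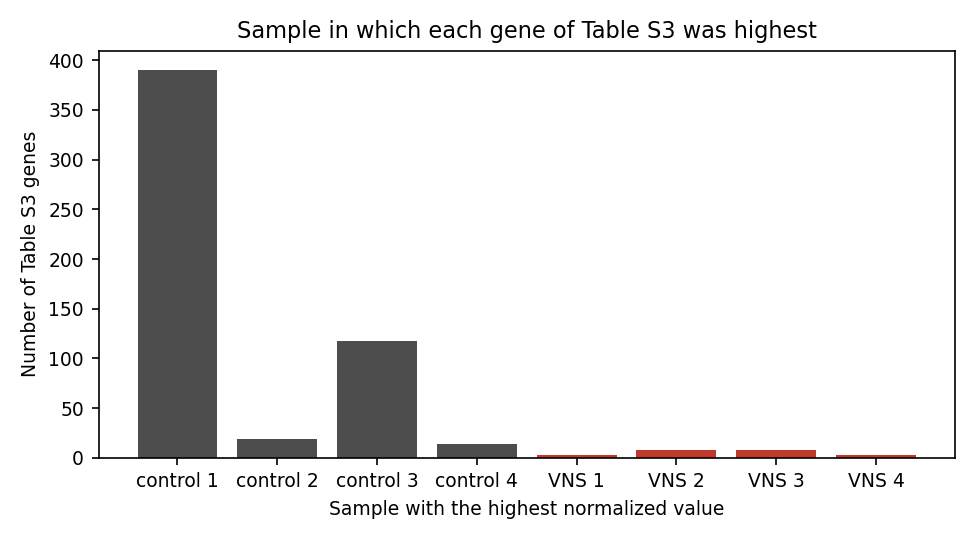
Number of genes of Table S3 (vertical axis) whose highest normalized value of the 8 samples was in each sample (horizontal axis). Control 1 holds 390 of the 563 genes and control 3 holds 118.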

For downregulated genes, enriched GO categories included insulin catabolic processes, negative regulation of T-helper 1 cell differentiation, negative regulation of CREB transcription factor activity, B-1 B cell homeostasis, positive regulation of protein de-ubiquitination, and cytokine interleukin IL-4 (**Figure 2**). 

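The insulin degradation list held the 4 genes IDE, CEACAM1, CTSD and P4HB. Its score was 10.29 ± 0.93 in control and 9.90 ± 0.42 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.457), and the adjusted p from camera in limma was 0.358. Without control 1, which had the highest score of the 8 samples, the difference of the scores was 0.01 against -0.39 with it. IDE, which encodes the insulin degrading enzyme (chromosome 10, 92451684 to 92574096), had a normalized count of 502 ± 210.4 in control and 601 ± 132 in VNS samples (SD, n = 4 each), a log2 fold change of 0.32 (standard error 0.35, exact permutation test, p = 0.429) that went from 0.08 without control 3 to 0.57 without control 4. CEACAM1, an adhesion molecule gene involved in insulin clearance (chromosome 19, 42507304 to 42561234), was the member in Table S3 and overlaps 1 other tested gene. It had 377 ± 452 in control and 129.9 ± 95.1 in VNS samples (SD, n = 4 each), a log2 fold change of -1.04 (standard error 0.80, exact permutation test, p = 0.371) that went from -1.52 without control 2 to -0.29 without control 1. Neither difference was larger than the spread between the samples of a group.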

The downregulation of the insulin catabolic process would result in more sugar storage and less circulating blood glucose. Interestingly, a ketogenic diet, which also controls blood glucose, is the most effective and frequent non-pharmacological treatment for refractory epilepsy (20, 21). These findings indicate that vagus nerve stimulation has the potential to modulate blood glucose and overall inflammation. Thus, VNS might be a useful therapeutic for inflammatory conditions and autoimmune diseases where excessive activation of the immune system can be deleterious or have fatal effects.

**Figure 2:**
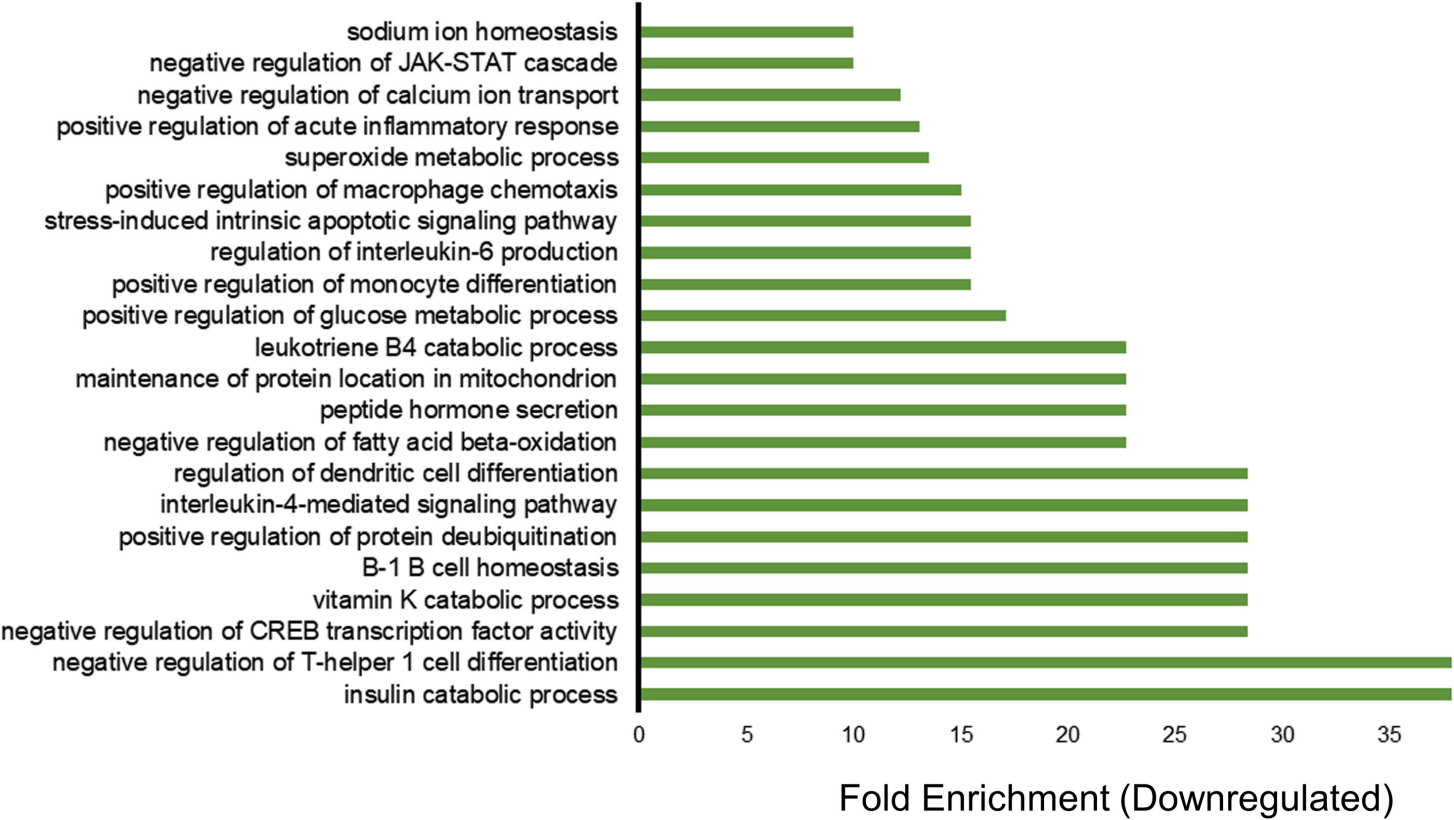
Transcriptome profiling of down-regulated genes in patients treated with vagus nerve stimulation. Gene ontology (GO) enrichment analysis of downregulated genes with P value of less than 0.05 and fold change of less than 0.5 are included in the figure. The bars represent the different GO categories ordered by enrichment fold change shown on the x axis. The category with the highest fold enrichment is at the bottom of the graph, while the lowest one is at the top of the graph.

After the GO analysis for gene function, we analyzed the upregulated and downregulated genes for functional annotation, which describes the biological identity of genes in terms of biological roles, molecular function, cellular location, and expression. For the upregulated genes, the biological process involved was cell adhesion, and the cellular component was extracellular matrix. 

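Genes of Table S2 with a role in cell adhesion or in the extracellular matrix were TENM4, NLGN1, PCDHGA10, PCDHGA11, ITGA11, THBS1, CDON, CHAD, COL24A1 and FSTL1. THBS1, which encodes thrombospondin 1 (chromosome 15, 39581079 to 39599466) and overlaps 1 other tested gene, was the most abundant, with a normalized count of 2449.6 ± 1457 in control and 4969.8 ± 1833 in VNS samples (SD, n = 4 each). Its log2 fold change was 1.10 (standard error 0.47, exact permutation test, p = 0.0857), from 0.80 without control 3 to 1.45 without control 1, and 3 of the 4 VNS samples lay above every control sample. COL24A1, a collagen gene (chromosome 1, 85729233 to 86156943), had 36.9 ± 12.7 in control and 82.7 ± 26.7 in VNS samples (SD, n = 4 each), a log2 fold change of 1.15 (standard error 0.40, exact permutation test, p = 0.0286). CDON (chromosome 11, 125955796 to 126063335) and CHAD (chromosome 17, 50464496 to 50468906) reached the same permutation p, with log2 fold changes of 1.52 and 0.95, at mean values of 14.5 and 11.1 in control samples. CDON was 1.01 without control 1, and CHAD overlaps 1 other tested gene, ACSF2. The remaining genes had values of the groups that overlapped. TENM4 had a log2 fold change of 2.10, which went from 1.63 without VNS 3 to 2.74 without VNS 4. ITGA11 had 2.10, from 1.45 without control 1 to 2.72 without control 4, FSTL1 had 1.14, from 0.60 without VNS 2 to 1.89 without VNS 3, and PCDHGA10 had 1.33, from 0.86 without control 1 to 1.83 without VNS 3. PCDHGA11, with at most 3 reads in every control sample, was at least 2.89-fold higher in VNS. PCDHGA10 and PCDHGA11 lie within the protocadherin gamma cluster and share 44.8% and 44.4% of their sequence with other transcripts. None of these genes was under 0.05 after adjustment in limma.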

For molecular function, there was no significant enrichment. Moreover, the down-regulated genes showed significant enrichment in various terms, including molecular function, cellular component, and biological process. As shown in **Figure 3A**, there was a downregulation of genes related to stress, inflammatory response, and immunity. 

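Of the 17 pathway and category lists, 9 had an adjusted p under 0.05 from camera in limma, all of them lower in VNS relative to the other genes tested. None of these 9 calls held under fry or under camera with an estimated correlation between genes, where the adjusted p in limma lay between 0.746 and 0.827 and between 0.639 and 0.786 over the 17 lists. None of the 17 scores differed by the exact permutation test, where the smallest was p = 0.229. No member of any list passed 0.05 adjusted over all genes tested or adjusted over the list alone, and between 0 and 4 members of a list had an unadjusted p under 0.05. Under sample weights, and also with the neutrophil list score as a covariate, 1 of the 9 lists stayed lower and none kept its call. Without control 1 none of the 9 lists passed the threshold and 5 stayed lower, whereas 3 passed without VNS 1 and as many without VNS 2, 2 without VNS 4 and 7 without control 3. All 9 passed without control 2, control 4 or VNS 3. They also did so with a pseudocount of 0.5 or 5, no filter, a correction for GC content, or the sample number as a block. With scaling to total reads 6 passed, with a mean value of at least 100 2 passed, and with quantile normalization 0 passed. The inflammatory response list had 37 of 45 tested genes lower and an adjusted p of 0.000667 in limma. Its score was 10.31 ± 1.35 in control and 9.74 ± 0.36 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.571). Control 1 had a score of 12.18 and the other control samples lay between 9.18 and 10.44. Without control 1 the difference of the scores was 0.05 against -0.57 with it, and the adjusted p from camera in limma was 0.165 with the list higher in VNS, while the alternatives ran from 4.51e-07 to 0.746. These alternatives include both directions. With the neutrophil list score as a covariate the inflammatory response list was higher in VNS, at an adjusted p of 0.0115 in limma. Of its genes, 17 are in Table S3, among them C5AR1, FPR1, TREM1, ICAM1, TNFAIP3 and NFKBIZ, and 16 of these had their highest value in control 1. ALOX15 changed most and TREM1 least, with a log2 fold change of -0.57, and their smallest permutation p was 0.0857, for NFKBIZ. Without control 1, C5AR1, FPR1, TREM1, IL1RN, THBD and CEBPB were higher in VNS, with FPR1 at 0.25 and TREM1 at 0.30. FPR1 overlaps 3 other tested genes and TNFAIP3 overlaps 1. The stress response list had 14 of 21 tested genes lower and an adjusted p of 0.122 in limma, with a score of 9.72 ± 0.56 in control and 9.47 ± 0.33 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.457). It was past the threshold without VNS 3, at an adjusted p of 0.0173 in limma, and without control 2 and without control 4, at 0.0239 and 0.0354, and with no filter on low values, at 0.0297, while the alternatives ran from 0.0173 to 0.989. Members in Table S3 were HSPA6, DNAJB1, DDIT3, PPP1R15A and GADD45B, with log2 fold changes between -1.17 for HSPA6 and -0.84 for GADD45B and a smallest permutation p of 0.114, for DDIT3. HSPA6 was -0.28 without control 1 and GADD45B -0.50 without control 3. HSPA6 shares 27.8% of its sequence with other transcripts, and DDIT3 overlaps 3 other tested genes.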

In terms of molecular function, genes encoding proteins with dioxygenase and kinase activity were downregulated (**Figure 3B**). 

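The dioxygenase list had 30 of 54 tested genes lower in VNS and an adjusted p of 0.358 from camera in limma. Its score was 8.60 ± 0.45 in control and 8.45 ± 0.07 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.657), and without control 1 the difference of the scores was 0.05 against -0.15 with it. Members in Table S3 were ALOX15, IDO1, EGLN1, KDM4B, KDM6B and HGD. ALOX15 (chromosome 17, 4630919 to 4642294), which is also a member of the eosinophil list, had a normalized count of 347 ± 386 in control and 12.8 ± 13.2 in VNS samples (SD, n = 4 each), a log2 fold change of -3.36 (standard error 1.32, exact permutation test, p = 0.143). KDM6B (chromosome 17, 7834217 to 7854796) had 11665 ± 13991 and 3202 ± 782 (SD, n = 4 each), a log2 fold change of -1.18 that went from -1.67 without control 4 to -0.45 without control 1. IDO1, EGLN1 and KDM4B had log2 fold changes of -1.59, -0.92 and -0.86. That of IDO1 was -1.05 without VNS 2, and without control 1 those of EGLN1 and KDM4B were -0.35 and -0.32. EGLN1 shares 68.6% of its sequence with other transcripts. HGD, which encodes homogentisate dioxygenase (chromosome 3, 120628172 to 120682269), is in Table S3 but was higher in every VNS sample than in every control sample, with 96.3 ± 19.7 in control and 158 ± 42.2 in VNS samples (SD, n = 4 each), a log2 fold change of 0.70 (standard error 0.33, exact permutation test, p = 0.0286). The protein kinase list had 124 of 194 tested genes lower and an adjusted p of 0.00950 in limma, with a score of 10.29 ± 0.30 in control and 10.10 ± 0.08 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.229). Without control 1 its adjusted p from camera in limma was 0.927, while the alternatives ran from 3.56e-04 to 0.990, and the difference of the scores was -0.04 against -0.18 with it. Of its genes, 15 are in Table S3, and 11 of these had their highest value in control 1. PLK2 (chromosome 5, 58453982 to 58460139) was the member of the kinase list in Table S3 whose groups did not overlap, with 56.0 ± 21.2 in control and 23.3 ± 6.42 in VNS samples (SD, n = 4 each), a log2 fold change of -1.19 (standard error 0.43, exact permutation test, p = 0.0286). PIM3, DAPK2 and SIK1 had log2 fold changes of -1.31, -1.61 and -1.55. That of DAPK2 went from -2.28 without control 4 to -0.70 without control 1 and that of SIK1 from -2.04 without control 4 to -0.93 without control 3, and SIK1 shares 88.8% of its sequence with other transcripts.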

The cellular component involved genes related to lipid droplets, cell junctions, and membranes (**Figure 3C**).

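The lipid droplet list had 18 of 27 tested genes lower in VNS and an adjusted p of 0.0459 from camera in limma, which went from 0.0158 without control 2 to 0.927 without control 1. Over all alternatives it ran from 0.0158 to 0.975. Its score was 8.60 ± 0.62 in control and 8.23 ± 0.17 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.286), and the difference of -0.37 was -0.09 without control 1. Members in Table S3 were PLIN4, PLIN5, PNPLA2 and DGAT2, each with its highest value in control 1. PLIN4, which encodes a perilipin (chromosome 19, 4502192 to 4518486) and overlaps 1 other tested gene, had a normalized count of 235 ± 183 in control and 91.0 ± 41.4 in VNS samples (SD, n = 4 each), a log2 fold change of -1.22 (standard error 0.53, exact permutation test, p = 0.0857), and of -0.77 without control 1. PLIN5 (chromosome 19, 4522531 to 4535224), with 14.7% of its sequence shared, had 153 ± 223 and 19.8 ± 6.57 (SD, n = 4 each), a log2 fold change of -1.78 that went from -2.42 without control 4 to -0.84 without control 1. PNPLA2, a triglyceride lipase gene (chromosome 11, 818914 to 825573), had a log2 fold change of -0.82, from -1.19 without control 4 to -0.54 without control 1. DGAT2, an acyltransferase gene (chromosome 11, 75759512 to 75801535) that overlaps 1 other tested gene, had -1.25, from -2.07 without control 4 to -0.17 without control 1. For each of the 4 genes the VNS and control values overlapped.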

**Figure 3:**
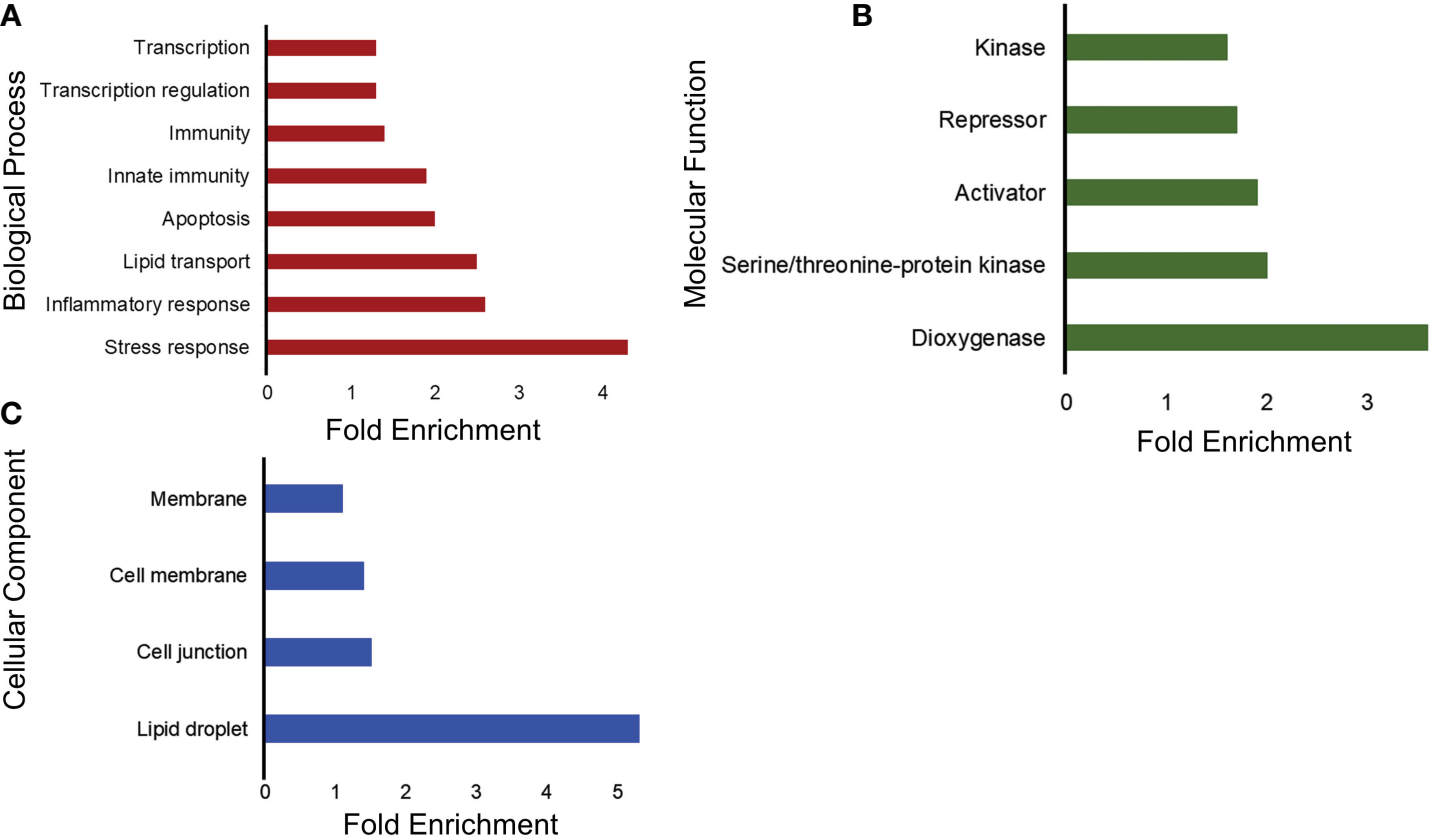
Functional annotation analysis of downregulated genes into three main categories using DAVID. **(A)** Representative bar graphs showing the significantly enriched genes associated with the biological process. The vertical lines represent the different biological processes involved and the horizontal and the length represent the fold enrichment. **(B)** Representative bar graphs showing the significantly enriched genes associated with the activities at the molecular level. The y-axis represents the different molecular functions ordered with the fold enrichment on the x-axis. **(C)** Representative bar graphs showing the significantly enriched genes associated with the cellular structures in which a gene functions and is termed as the cellular component. The y-axis represents the different cellular components ordered with the fold enrichment on the x-axis.

To further identify different pathways activated by VNS, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG). KEGG is a collection of databases of biological pathways related to diseases, chemical substances, and drugs (22, 23). 

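A list of 82 genes of matrix proteins, integrins and other matrix receptors was used for ECM-receptor interaction, of which 55 were tested and 32 were higher in VNS. The adjusted p from camera in limma was 0.335, with the list higher in VNS. With each sample left out it went from 0.0487 without VNS 3 to 0.989 without VNS 4, and after a correction for GC content it was 0.0368 in limma, while the alternatives ran from 0.0368 to 0.989. The list score was 7.24 ± 0.15 in control and 7.33 ± 0.25 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.571). Without control 1 the difference of the scores rose from 0.09 to 0.16. Members in Table S2 were THBS1, CHAD and ITGA11. ITGA11, an integrin gene (chromosome 15, 68296532 to 68432163), had a normalized count of 4.79 ± 5.76 in control and 16.2 ± 5.12 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.0571). As many members were in Table S3, with log2 fold changes of -1.31 for COL9A3, -0.85 for AGRN and -1.23 for ITGB4, of which COL9A3 and ITGB4 overlap 1 other tested gene each. All of these had their highest value in control 1, and without it they were -0.65, -0.62 and -0.38.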

As shown in **Figure 4**, the enriched pathways for the upregulated genes were related to the extracellular matrix receptor (ECM-receptor) interaction and the transforming growth factor-beta (TGF-beta) signaling pathways. The enriched TGF-beta signaling pathway has been reported to play an important role in cell growth, apoptosis, migration, and immune response (24). Studies have shown that dysregulation of TGF-beta signaling can cause various diseases, including leukemia, impaired wound healing, and neurodegenerative conditions (25, 26). The loss of TGF-beta signaling promotes tumorigenesis *via* suppression of the immune system (27), and the production of the TGF-beta1 isoform from the immune cells has an anti-inflammatory function (28, 29).

**Figure 4:**
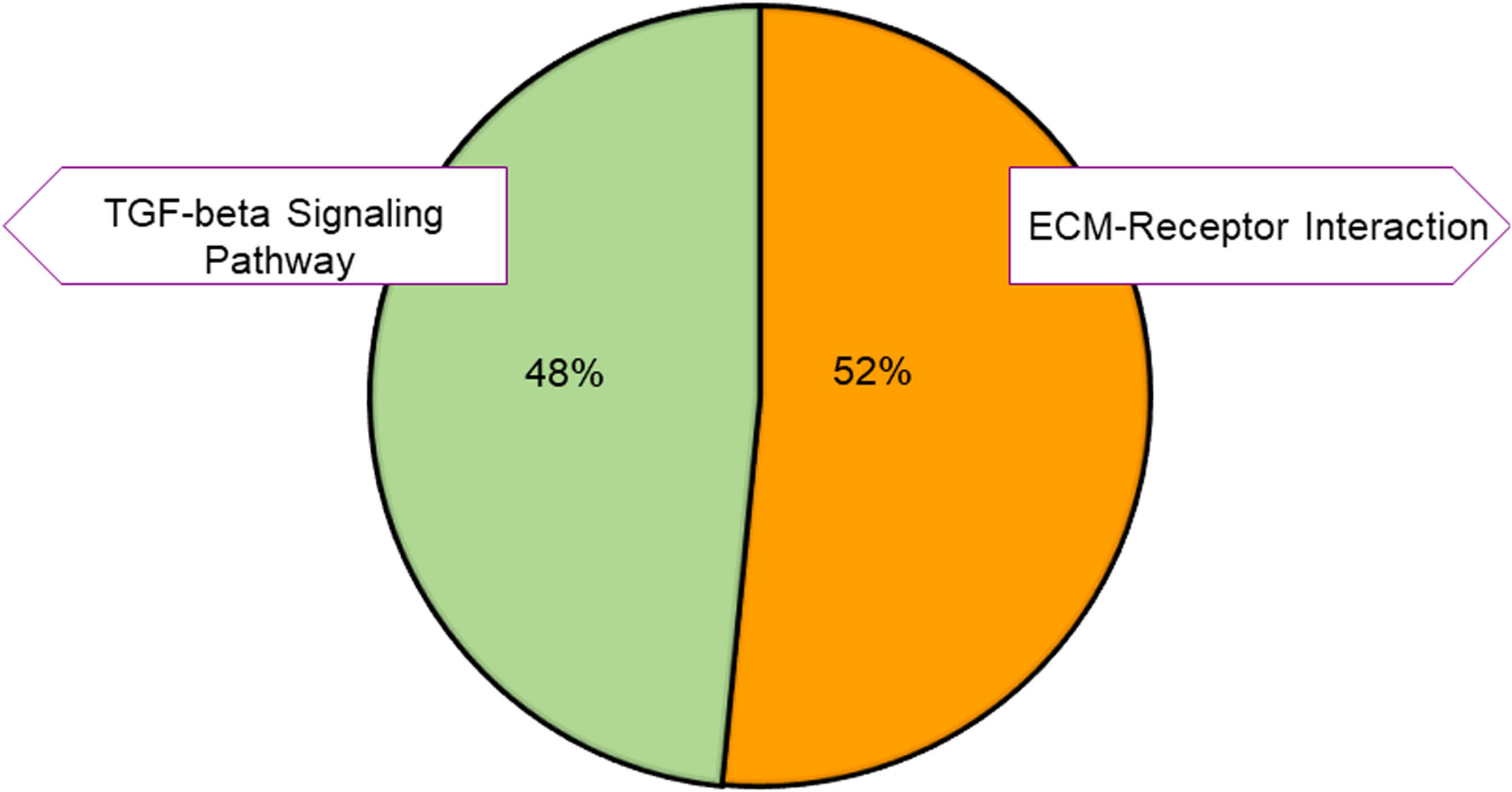
KEGG pathway classification of the upregulated genes. Pie charts showing the distribution of the KEGG pathways for the upregulated genes. The pathways were obtained by using DAVID. Different colors represent different pathways, and the percentage numbers represent the fold enrichment of the genes associated with that pathway.

For the down-regulated genes, the enriched pathways were the TNF signaling, JAK-STAT signaling, FoxO signaling, MAPK signaling, Chemokine signaling, and Toll-like receptor signaling pathways (**Figure 5**). 

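The lists used for the 6 pathways held 445 genes in all, as a gene can be in several lists. Of these, 384 were tested, 239 were lower in VNS, 46 are in Table S3 and 2 in Table S2. A further 22 were at 0 in all 8 samples. The MAPK list had 88 of 118 tested genes lower and an adjusted p of 0.000778 from camera in limma. The other lists each had an adjusted p of 0.0426 in limma, with 48 of 84 tested genes lower in the TNF list, 51 of 83 in the JAK-STAT list, 49 of 78 in the FoxO list, 68 of 108 in the chemokine list and 43 of 68 in the Toll-like receptor list. The median log2 fold change of a list lay between -0.21 for MAPK and -0.08 for TNF. The scores did not separate the groups, with exact permutation tests between p = 0.400 and p = 0.657. The MAPK score was 10.19 ± 0.50 in control and 9.91 ± 0.11 in VNS samples, and the TNF score 9.72 ± 0.60 in control and 9.45 ± 0.13 in VNS samples (SD, n = 4 each). All 6 scores were highest in control 1, which also had the highest value of 33 of the 46 genes in Table S3. Control 1 also had the highest sum of normalized values, 29090611, against 12874462 in control 4 and 21043132 in control 3. With scaling to total reads, chosen after seeing the data, the median log2 fold changes of the 6 lists were all positive. They lay between 0.10 for MAPK and 0.23 for TNF. The median of all genes was then 0.29, and the 6 lists were still lower relative to the other genes. Without control 1, the difference of the scores between VNS and control was -0.08 for MAPK, -0.02 for JAK-STAT, -0.02 for FoxO, 0.02 for TNF, 0.03 for Toll-like receptor and 0.06 for chemokine signaling. The camera adjusted p in limma without control 1 lay between 0.165 for the chemokine list, which was then higher in VNS together with the TNF and Toll-like receptor lists, and 0.984 for the JAK-STAT list. The chemokine list shares 2 genes with the neutrophil list and the JAK-STAT list 1, and with the neutrophil list score as a covariate all 6 lists were higher in VNS, the chemokine list with an adjusted p of 0.0115 in limma. Over all alternatives the adjusted p of the chemokine list ran from 0.00148 to 0.989.

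**Figure D2:**
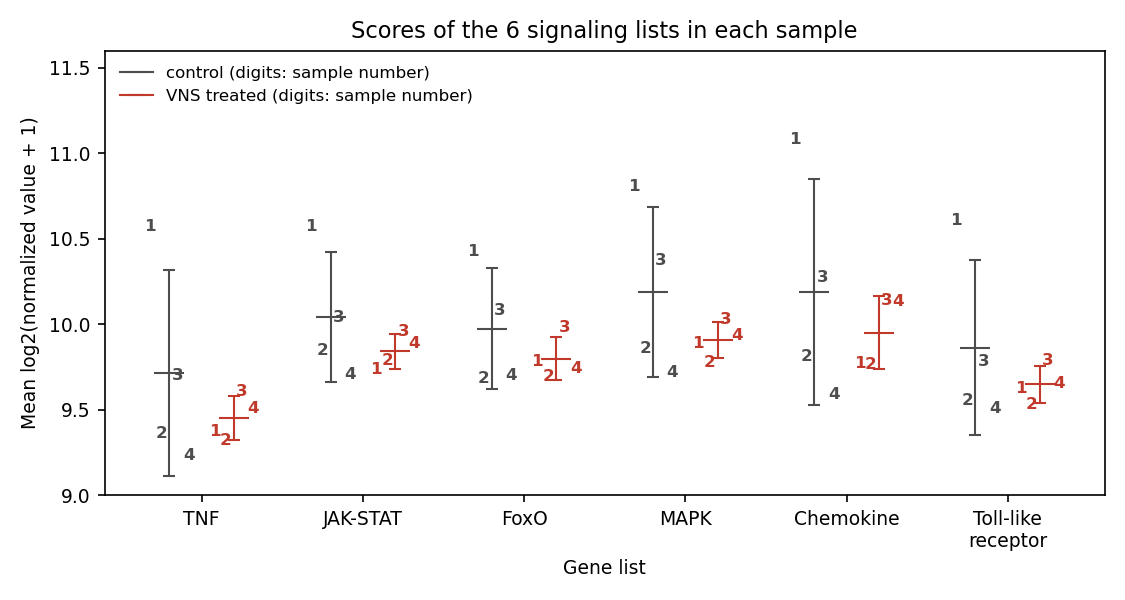
Score of each of the 6 pathway lists, the mean of log2(normalized value + 1) over the tested genes, in each sample (points, by group). Control 1 has the highest score in all 6 lists, and the VNS samples lie within the range of the control samples.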

The tumor necrosis factor (TNF) is an important regulator of immune responses, and inhibition of TNF is reported in the treatment of many inflammatory diseases, including inflammatory bowel disease and rheumatoid arthritis in mouse models and patients (30–33). The JAK/STAT pathway also modulates signals to maintain homeostasis in inflammatory conditions and is an important mediator in diseases like sepsis, cancer, diabetes, and autoimmunity (34). 

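The TGF-beta signaling list had 33 of 62 tested genes higher in VNS, an adjusted p of 0.335 from camera in limma, and a score of 8.55 ± 0.17 in control and 8.58 ± 0.05 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.771). Without control 1 the difference of the scores rose from 0.03 to 0.11. Its members in Table S2 were TGFB2, SMAD9 and THBS1, and MAPK3 was in Table S3. A separate list of 19 genes that restrain inflammatory signaling, such as NFKBIA, TNFAIP3, ZFP36, SOCS1 and SOCS3, had 14 of 18 tested genes lower in VNS. It belongs to a second family of 11 lists and had an adjusted p of 1.41e-04 from camera in limma over that family, which was 0.929 under fry, while the alternatives ran from 2.1e-07 to 0.929. Its score was 11.06 ± 0.89 in control and 10.47 ± 0.18 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.400), and the difference of -0.59 was -0.24 without control 1. Of its genes, 10 are in Table S3, with log2 fold changes between -1.96 for SOCS3 and -0.75 for IL1RN. SOCS3 (chromosome 17, 78356778 to 78360077) had a normalized count of 5423 ± 4699 in control and 879.8 ± 201 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.143).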

The KEGG pathway enrichment analysis further confirmed that there was downregulation of the immune-related pathways and upregulation of the anti-inflammatory pathways.

**Figure 5:**
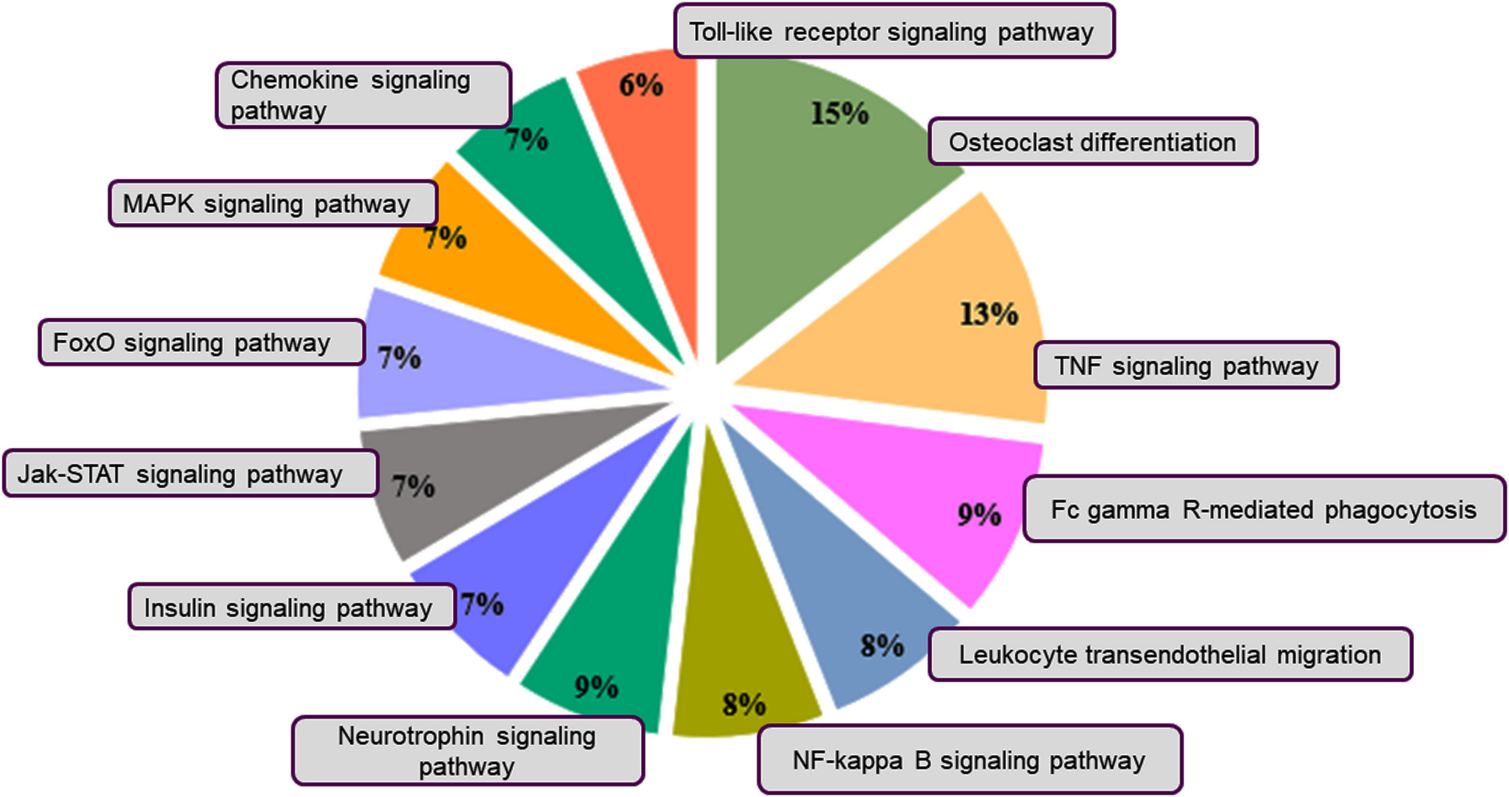
KEGG pathway classification of the downregulated genes. Pie charts depict the distribution of the KEGG pathways for the downregulated genes. The pathways were obtained by using DAVID. Different colors represent different pathways, and the percentage numbers represent the fold enrichment of the genes associated with that pathway.

## Discussion

Vagus nerve stimulation (VNS) consists of the use of implanted or noninvasive devices that can modulate the activity of the nerve by delivering intermittent, controlled electrical impulses. The implanted device stimulates the brainstem *via* the vagus nerve and, *via* the brainstem, reaches different areas of the brain. VNS usage is approved for epilepsy, depression, and stroke rehabilitation, where traditional treatments have not been successful. Studies have shown that VNS significantly reduces the number of seizures, but the precise mechanism of action of VNS remains obscure.

Here, we studied the effect of VNS on PBMCs isolated from pediatric patients with localization-related epilepsy. Although epilepsy affects adults and children, the effect is more severe in the brain of pediatric patients. Because the pediatric brain is developing, recurrent seizures can permanently damage it, leading to changes in behavior, mental ability, and even the shape of the brain. Seizures also affect neural circuits leading to motor problems and life-long mental problems. Through transcriptomic studies, we found that VNS transcriptionally influences a myriad of pathways in pediatric patients. 

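The list of glutamate receptor, transporter and synapse genes held 41 genes, of which 17 were tested in PBMCs, 8 higher and 9 lower in VNS. The adjusted p from camera in limma was 0.779, and the score was 6.10 ± 0.33 in control and 6.08 ± 0.14 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.971). Without control 1 the difference of the scores was -0.06 against -0.01 with it. NLGN1, the member in Table S2, is also a member of the GABA list, and 3 of the 4 VNS samples lay above every control sample. GLUL, which encodes glutamine synthetase (chromosome 1, 182378098 to 182392206), is in Table S3, with a normalized count of 14649.6 ± 16861 in control and 5933 ± 1367 in VNS samples (SD, n = 4 each), a log2 fold change of -0.67 (standard error 0.65, exact permutation test, p = 0.543). It was 0.03 without control 1.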

Our results showed that VNS treatment upregulated genes corresponding to the GABA and glutamate GO category. Studies have shown that balance between the two neurotransmitters helps to control overall excitation levels in the brain as GABA is inhibitory and glutamate is excitatory in action (35). 

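Of the TGF-beta ligands, TGFB1 (chromosome 19, 41301587 to 41353922) was by far the most abundant, with a normalized count of 18537 ± 12137 in control and 11717 ± 1729 in VNS samples (SD, n = 4 each), a log2 fold change of -0.41 (standard error 0.51, exact permutation test, p = 0.486). It went from -0.79 without control 4 to -0.04 without control 1, and TGFB1 overlaps 4 other tested genes. TGFB2 (chromosome 1, 218345336 to 218444619), with 22.0% of its sequence shared with other transcripts, is in Table S2 and had 6.14 ± 3.31 in control and 18.5 ± 9.71 in VNS samples (SD, n = 4 each), a log2 fold change of 1.44 (standard error 0.65, exact permutation test, p = 0.0857). TGFB3 (chromosome 14, 75958097 to 75983011), which overlaps 1 other tested gene, had 57.7 ± 24.6 and 65.8 ± 16.6 (SD, n = 4 each), a log2 fold change of 0.31 (standard error 0.46, exact permutation test, p = 0.714), which was -0.11 without control 1. SMAD9, a mediator of the pathway in Table S2 (chromosome 13, 36844831 to 36920887), had 7.37 ± 2.31 and 19.2 ± 9.20 (SD, n = 4 each), and every VNS value lay above every control value (log2 fold change 1.20, standard error 0.57, exact permutation test, p = 0.0286).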

There was upregulation of the TGF-beta signaling pathway in the VNS treated, and studies have shown that TGF-β is a protective anti-inflammatory cytokine that plays an important role in the suppression of inflammation (35, 36). Additionally, genes related to neural apoptosis and inflammatory responses were downregulated in PBMCs from patients treated with VNS. Similarly, there was also downregulation of the important immune signaling pathways, including TNF, JAK-STAT, FoxO, Chemokine, Toll-like receptor, and MAPK. 

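Genes of Table S3 that belong to at least 3 of the 6 pathway lists were AKT1, MAPK3, NFKBIA, MAP2K7 and JUN. AKT1 (chromosome 14, 104769349 to 104795751) had a normalized count of 3504 ± 2311 in control and 1713 ± 336 in VNS samples (SD, n = 4 each), a log2 fold change of -0.79 (standard error 0.47, exact permutation test, p = 0.20). MAPK3 (chromosome 16, 30114105 to 30123506) had 3081 ± 2664 and 1219 ± 366 (SD, n = 4 each), a log2 fold change of -0.93 (standard error 0.58, exact permutation test, p = 0.314). NFKBIA, the gene of an inhibitor of NF-kappa-B (chromosome 14, 35401079 to 35404749), had 9272 ± 6158 and 4083 ± 1626 (SD, n = 4 each), a log2 fold change of -1.01 (standard error 0.51, exact permutation test, p = 0.171). MAP2K7 had a log2 fold change of -0.70 (standard error 0.40) and JUN, which is also an immediate early gene, -1.77 (standard error 0.75). With each sample left out in turn all 5 stayed lower in VNS, and the values went from -1.19 without control 4 to -0.41 without control 1 for AKT1, from -1.46 without control 4 to -0.40 without control 1 for MAPK3, from -1.33 without control 4 to -0.63 without control 3 for NFKBIA, from -1.04 without control 4 to -0.42 without control 1 for MAP2K7 and from -2.35 without VNS 4 to -1.06 without control 3 for JUN. For none of the 5 genes did the VNS samples lie apart from the control samples. In the chemokine list CXCR4 (chromosome 2, 136114349 to 136119177) had a log2 fold change of -1.34, from -1.89 without control 4 to -0.77 without control 3, while CXCL5 (chromosome 4, 73995642 to 73998677) is in Table S2 and had 109 ± 44.1 in control and 301 ± 124 in VNS samples (SD, n = 4 each), a log2 fold change of 1.43 (standard error 0.41, exact permutation test, p = 0.0571). In the same list NCF1 shares 41.6% and GNG10, below the minimum mean value, 84.8% of its sequence with other transcripts.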

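TNF (chromosome 6, 31575565 to 31578336) itself is listed at 0 in each of the 8 samples. Its neighbors LTA and LTB are listed at 0 in all 8 samples as well, and so are TUBB, DDX39B and FLOT1 of the same region of chromosome 6, which most cells express. Members of the TNF list in Table S3 numbered 14, of which 11 had their highest value in control 1. They included TNFAIP3, JUNB, BCL3, ICAM1, IRF1, CEBPB and CXCL6. JUNB (chromosome 19, 12791486 to 12793315), which overlaps 1 other tested gene, had a normalized count of 29205 ± 28983 in control and 6398 ± 1521 in VNS samples (SD, n = 4 each), a log2 fold change of -1.39 (standard error 0.79, exact permutation test, p = 0.343) that went from -2.11 without control 4 to -0.74 without control 1. BCL3 (chromosome 19, 44747705 to 44760044) had 3214 ± 3494 and 883 ± 198 (SD, n = 4 each), a log2 fold change of -1.24 (standard error 0.64, exact permutation test, p = 0.20) that went from -1.76 without control 4 to -0.57 without control 1. CEBPB, which overlaps 1 other tested gene, had a log2 fold change of -0.69, and of 0.16 without control 1.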

There was downregulation of the tumor necrosis factor (TNF) pathway, which is involved in the regulation of immune responses in diseased and healthy organisms. TNF plays crucial role in immune response development and proper functioning by mediating the signaling associated with cell survival and cell death (37). The inhibitors of TNF-α can be used to treat inflammatory diseases, including inflammatory bowel disease and rheumatoid arthritis (30–33). Also, there was downregulation of the JAK/STAT pathway that modulates signals to maintain homeostasis in inflammatory conditions like sepsis, cancer, diabetes, and autoimmunity (34). 

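Members of the JAK-STAT list in Table S3 were JAK3, SOCS1, SOCS3, IL4R, CSF2RB, CSF3R, OSM, AKT1 and LEPR, and 7 of these 9 had their highest value in control 1. JAK3 (chromosome 19, 17824780 to 17848071) had a normalized count of 13893 ± 9172 in control and 6010.5 ± 1538 in VNS samples (SD, n = 4 each), a log2 fold change of -0.95 (standard error 0.52, exact permutation test, p = 0.229) that went from -1.34 without control 4 to -0.62 without control 1. SOCS1, which overlaps 1 other tested gene, had a log2 fold change of -0.93, from -1.46 without control 4 to -0.48 without control 3, and that of SOCS3 went from -2.73 without control 4 to -1.45 without control 1. CSF2RB had -1.04, from -1.58 without control 4 to -0.16 without control 1. CSF3R (chromosome 1, 36466043 to 36483278), which is also in the neutrophil list, had 39450.2 ± 51273 in control and 10536 ± 3199 in VNS samples (SD, n = 4 each), a log2 fold change of -1.04 that went from -1.60 without control 4 to -0.22 without control 1. LEPR, the leptin receptor gene (chromosome 1, 65420652 to 65641559), which overlaps 1 other tested gene, was higher in VNS, with 140.1 ± 72.5 in control and 258 ± 75.4 in VNS samples (SD, n = 4 each), a log2 fold change of 0.97 (standard error 0.40, exact permutation test, p = 0.0571).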

Interestingly, results from previous studies have shown a similar inhibition of TNF in rheumatoid arthritis patients treated with VNS further strengthening our results (6).

In conclusion, our results provide evidence that VNS affects different pathways in PBMCs and strengthens the notion that VNS can control the neural-immune axis. Medically refractory epilepsy results, in part from abnormal brain activity (38, 39) as well as altered immune responses (40–42). In addition to its well documented effects on neural activity, VNS treatment palliate medically refractory epilepsy by regulating immune-mediated pathways. Specifically, our results demonstrate that VNS results in a decline in the production of pro-inflammatory cytokines. 

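A list of 31 pro-inflammatory cytokine and chemokine genes was used, of which 18 were tested, 7 higher and 11 lower in VNS, and 6 were listed at 0 in all samples, TNF, CCL3 and CCL4 among them. The adjusted p from camera in limma was 0.451. The score was 7.10 ± 0.95 in control and 6.71 ± 0.37 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.543), and without control 1 the difference of the scores was 0.03 against -0.39 with it. IL1B (chromosome 2, 112829751 to 112836816) had normalized counts of 4084, 294, 344 and 225 in control samples 1 to 4 and of 654, 506, 746 and 437 in VNS samples 1 to 4. The IL1B log2 fold change was 0.05 (standard error 0.76, exact permutation test, p = 1.00), 1.01 without control 1 and -0.38 without control 4, while edgeR and DESeq2 on the recovered reads gave -0.99 and -1.08. IL6 (chromosome 7, 22725884 to 22732002), which overlaps 1 other tested gene, was below the minimum mean value, with 7.20 ± 8.59 in control and 3.08 ± 2.14 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.457). Its log2 fold change of -0.72 was -0.08 without control 3. The members in Table S3 were OSM and CSF1. OSM, the oncostatin M gene (chromosome 22, 30262829 to 30266851), had 1813 ± 2713 in control and 127 ± 66.1 in VNS samples (SD, n = 4 each), a log2 fold change of -2.29 (standard error 1.11, exact permutation test, p = 0.20) that went from -3.34 without control 4 to -1.16 without control 1. CSF1 (chromosome 1, 109910242 to 109930992) had 672 ± 796 and 139.9 ± 46.2 (SD, n = 4 each), a log2 fold change of -1.42 (standard error 0.78, exact permutation test, p = 0.257) that went from -2.17 without control 4 to -0.65 without control 1. The paper states that its results give evidence of an effect of VNS on different pathways in PBMCs, that the treatment acts by regulating immune-mediated pathways, and that fewer of these cytokines are produced.

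**Figure D3:**
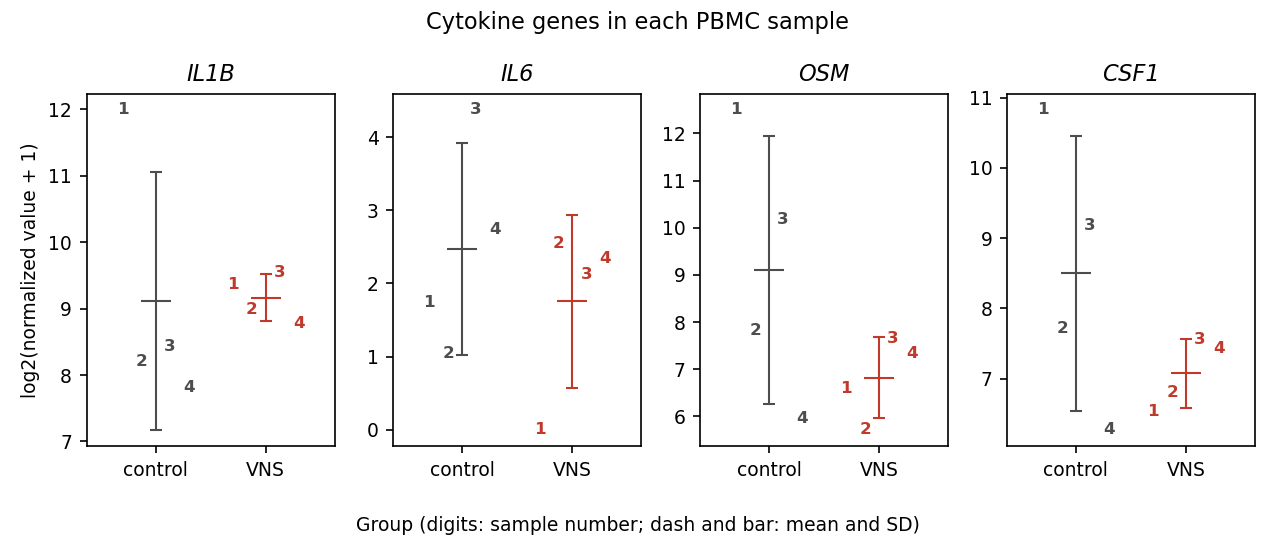
log2(normalized value + 1) of IL1B, IL6, OSM and CSF1 (vertical axis) in control and VNS samples, with the sample number at each point and the mean and SD of each group as a dash and bar. Control 1 has the highest value of IL1B, OSM and CSF1, and control 3 the highest of IL6.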

In the future, it will be interesting to further delineate the VNS-mediated neuro-immune regulation through cytokine profiling and potentially through the identification of relevant modulatory effects at the brain cortical or nuclear level. Finally, use of a transcriptome-wide approach may help us similarly identify other pathways related to the broad and expanding use of VNS for other disease states and therapeutic purposes.

The limitation of the study was the small sample size of control and treated patients. Thus, future studies with a larger sample size may be necessary to bring out a generalized conclusion on the entire population. It will also be informative to assess pre-PBMCs with serial PBMC after VNS treatment.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE210043 (GEO).

## Ethics statement

Ethical review and approval was not required for the study on human participants in accordance with the local legislation and institutional requirements. Written informed consent to participate in this study was provided by the participants’ legal guardian/next of kin.

## Author contributions

SK, NS, and AA conceived and designed the experiments. SK performed the experiments. SK and AA analyzed the data, and SK, NS, and AA wrote the paper. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

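RNA of PBMCs from 4 VNS treated and 4 control patients was sequenced, with 1 library per patient, and the samples were grouped by treatment as named by the authors. The authors aligned the reads with STAR to GRCh38.p13 in Galaxy. The deposited signal of a gene in a sample is a read count divided by a size factor of the sample, as DESeq2 makes it, listed for 60604 genes. The authors also deposited their DESeq2 comparison, with the mean signal, the log2 fold change of VNS against control and its standard error, the Wald score of each gene as DESeq2 gives it, the p-value and the p-value adjusted by the Benjamini-Hochberg method. The paper's text does not name the versions, the annotation, the program that counted the reads or whether the strand was used.

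The size factor of each sample was found from its smallest values, and whole reads came out for 100% of the values. The reads counted on genes were 24804844, 12815738, 22367643 and 13696451 in control samples 1 to 4 and 13946407, 13421422, 19527372 and 14506155 in VNS samples 1 to 4, and in the closest pair of samples the median chi-square of the counts of a gene was 5.03, so that patients differed by more than the counting error. A gene with at most 3 reads in every sample of a group was taken as at the floor, and a fold against it is given as a lower bound.

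The values were tested as log2(value + 1), with a pseudocount of 1, by limma 3.58.1 in R 4.3.3 with a trend, for the 19756 genes with a mean value of at least 10, of 39192 genes above 0 in any sample. A gene was counted as changed at 2-fold on this scale, at an adjusted or an unadjusted p under 0.05. The recovered reads were also tested with edgeR 4.0.16 and DESeq2 1.42.0, which called 0 and 2 genes at an adjusted p under 0.05, with 372 and 577 at an unadjusted p under 0.05. Single genes and list scores were compared with a two-sided exact permutation test over 70 groupings. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

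The 17 lists for pathways and categories were TNF, JAK-STAT, Toll-like receptor, chemokine, MAPK, FoxO and TGF-beta signaling, ECM-receptor interaction, pro-inflammatory cytokines, GABA, glutamate, insulin degradation, stress response, inflammatory response, dioxygenase, protein kinase and lipid droplet. The 11 further lists were neutrophil, neutrophil granule, eosinophil, monocyte, T cell, B cell, NK cell, platelet, erythroid, immediate early and negative feedback. They were written from general knowledge, tested with camera in limma with a preset correlation of 0.01, and adjusted within each of these groups of lists. The other GO categories of the paper were not tested.

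The lists, the comparisons, the tests of genes and lists between the groups and the rule for the genes named were set before the data were examined. Some tests of explanations and some alternatives were chosen after the data were seen. The rule names the 5 higher and the 5 lower genes with the smallest p among those changed at least 2-fold at an unadjusted p under 0.05 whose groups did not overlap, the 3 genes with the smallest p in each of Tables S2 and S3, the genes of the paper's claims, members of a list that are in Table S2 or S3, and marker genes of the cell types. Genes that would tell a patient's sex were left out. MALAT1 and, in the major histocompatibility complex region, TUBB, DDX39B, FLOT1, CSNK2B, VARS1 and RPS18 fall outside this rule and were chosen after their values were seen.

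Positions and overlaps were taken from GENCODE v44 on GRCh38, and symbols were matched for 60462 of the 60604 identifiers. The share of a gene's sequence that occurs elsewhere was measured over stretches of 100 bases of its transcripts. Copies on the 261 alternate contigs were measured with stretches of 31 bases, where at least 80% of the exon sequence counted as a copy and under 10% as none.

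The alternatives tried were pseudocounts of 0.5 and 5, no filter and a mean value of at least 100, edgeR, DESeq2, quantile normalization, sample weights, the neutrophil list score as a covariate, the sample number as a block, each sample left out in turn, fry, and camera with an estimated correlation. Scaling to total reads, a loess correction for GC content with a span of 0.5 and sample weights fitted gene by gene were added later. The fit of the sample weights stopped without convergence. Each of the 35 splits of the samples into 4 and 4 was fitted as well. A sample was taken as apart from the other samples of its group where its gap to the nearest, as a share of the range, was above the critical value of Dixon's test for 4 samples.

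Each test was tried on simulated data, with reads drawn for the 19756 tested genes at the spread of these samples and 200 genes changed. The median log2 fold change of the changed genes in limma was 2.02 for those raised and -2.01 for those lowered. At an adjusted p under 0.05 limma found 52 of them with 2 false calls, edgeR 48 with 2, and DESeq2 117 with 38. At an unadjusted p under 0.05 they found 176, 182 and 180. With a low spread limma found 192 at the adjusted threshold. A list shifted as a whole was found by camera and by fry, the latter at an adjusted p of 0.00108 in limma, on the same 19756 genes. Its median log2 fold change was -0.60, against medians between -0.21 and -0.08 for the 6 pathway lists. The simulated genes were drawn independently of one another. The simulation thus does not show how either test behaves where the genes of a list are correlated or 1 sample lies apart.

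Of the paper's tables, Tables S2 and S3 were used whole, and 1999 of the 60604 genes of Table S1. The reads themselves were not analysed here, nor were the GO and KEGG enrichments of DAVID repeated.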

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

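None of the tests in this part was chosen after the result was seen, since only the position of a sample within its group of 4 was tested. In 8 of 294 groups of values the highest or lowest sample lay apart from the other 3, with a gap to the nearest sample above the critical share of the range in Dixon's test. By chance about 14.7 groups would do so, so that the number of such groups is below what chance gives and each of them can be a chance result.

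Control 1 lay apart in 3 of them. The score of the NK cell list was 9.74 in control 1 and 10.44, 10.51 and 10.52 in the other control samples, a gap of 0.904 of the range. TGFB3 had normalized counts of 21.1, 67.7, 74.3 and 67.7 in control samples 1 to 4, a gap of 0.925 on the log2 scale. IL1B had 4084, 294, 344 and 225, a gap of 0.853. Control 1 also had the highest neutrophil list score and the highest monocyte list score, so that a different mix of cells in this sample is a candidate explanation for the low NK cell score and the high IL1B. The monocyte list did not differ between the groups, with a difference of scores of 0.0318 (0.40 without control 1), and the mix of cells in 1 sample cannot be told apart from an expression change within its cells. Control 3, with 22367643 reads against 24804844 in control 1, lay beside control 2 and control 4, with few. This goes against a difference in depth, but it rests on 1 sample, and depth was not tested on its own. The design gives no biological explanation for 1 sample within the control group, and none was tested. TGFB3 overlaps 1 other tested gene, and reads of that gene were not separated.

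In control samples FOLR3 had 815, 869, 997 and 211 normalized counts in samples 1 to 4, where control 4 was lowest with a gap of 0.870. Control 4 also had the lowest neutrophil list score of the control samples. FOLR3 shares 3.81% of its sequence with other transcripts. No explanation for this sample was tested.

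Among the VNS samples, THBS1 had 6003, 5313, 2289 and 6275 normalized counts in samples 1 to 4, where VNS 3 was lowest with a gap of 0.835. VNS 3 also had the lowest platelet list score, 9.20, so that a lower share of platelets in this sample is a candidate explanation. THBS1 is in the ECM-receptor list, is not in the platelet list, and overlaps 1 other tested gene. The platelet score did not differ between the groups (exact permutation test, p = 0.714), with a difference of 0.32 that was 0.71 without control 1, so that platelets and an expression change in other cells cannot be told apart. CD14 had 10399.5, 7167, 9789.9 and 10376, where VNS 2 was lowest with a gap of 0.838. PLK3 had 1264, 733, 739 and 759.5, where VNS 1 was highest with a gap of 0.935, and it overlaps 1 other tested gene. HGD had 142, 222, 135 and 135, where VNS 2 was highest with a gap of 0.894. For CD14, PLK3 and HGD no explanation was tested. Depth does not follow the gap in CD14, PLK3 and HGD, as VNS 1, VNS 2 and VNS 4 had nearly the same number of reads. VNS 3 had the most reads of the VNS samples and the lowest THBS1, but control 1, with the most reads of all samples, had the highest THBS1 of the control samples. Control 3, with 22367643 reads, went the same way as VNS 3, with the lowest THBS1 of the control samples, 1158. Depth thus stays open for THBS1. The design gives no biological explanation for 1 sample within the VNS group.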

How the results depend on the processing

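The following alternatives were chosen after seeing the data: scaling to total reads, the correction for GC content, sample weights fitted gene by gene, sample weights for the gene lists, and leaving out each sample for DESeq2 and edgeR and for the genes of Tables S2 and S3. All other alternatives were listed at the start. The p-values of lists below are adjusted p-values from camera or fry in limma.

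No gene passed the adjusted threshold in limma with 173 genes at an unadjusted p under 0.05, and this held for both other pseudocounts, both other filters, quantile normalization, the neutrophil covariate, scaling to total reads, the GC correction and each sample left out, with between 60 and 1469 genes at an unadjusted p under 0.05. It also held for edgeR, with 372 genes at an unadjusted p under 0.05. DESeq2 on the recovered reads gave 2 genes, FOLR3 and RGS1, and with 1 sample left out, chosen after seeing the data, from 0 genes without control 3, with 61 higher and 189 lower genes at 2-fold and an unadjusted p under 0.05, to 84 without control 4. It gave 5 without control 1, 4 without control 2, 3 without VNS 1, 7 without VNS 2 and 1 each without VNS 3 and VNS 4. The numbers of higher and lower genes at an unadjusted p under 0.05, 58 and 74, were 54 and 72 with a pseudocount of 0.5 and 56 and 69 with 5. They were 425 and 295 with no filter, where 39192 genes were tested, and 14 and 18 with a mean value of at least 100, where 10896 genes were tested. The neutrophil covariate gave 114 and 240, of which 26 and 27 were the same genes as without it. Scaling to total reads gave 114 and 25 and moved the median log2 fold change of all genes from -0.0107 to 0.29, a shift of all genes that moves the split by its own construction. Quantile normalization gave 58 and 95, the GC correction 65 and 63, edgeR 66 and 264, and DESeq2 75 and 416. The cause of the larger number of lower genes under edgeR and DESeq2 was not tested here beyond the sample left out below.

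With sample weights, 580 genes passed the adjusted threshold at 2-fold, 415 higher and 165 lower, with 741 higher and 713 lower genes at an unadjusted p under 0.05. The fit of these weights stopped without convergence and gave control 2 a weight of 41.2 against 0.153 for control 1, so that control 2 stands for most of the control group by construction. With weights fitted gene by gene, 1 gene passed, with 509 and 365 genes, and control 2 had a weight of 5.63.

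The patients of a group share only their numbers with those of the other group, and the correlations between the deviations of samples of the same number from their group means had both signs, at -0.214, 0.369, 0.399 and -0.428. With the number as a replicate block the counts were 63 higher and 84 lower genes, 0 genes passed the adjusted threshold, with 173 at an unadjusted p under 0.05, and all 9 lists stayed past 0.05.

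When each sample was left out in turn, the higher genes went from 28 without VNS 2 to 403 without control 4 and the lower genes from 39 without control 3 to 610 without control 4. For DESeq2 on the recovered reads the higher genes went from 40 without VNS 2 to 289 without control 4 and the lower genes from 120 without control 1 to 1186 without control 4, and only without control 1 did the 189 higher genes outnumber the lower ones. For edgeR the higher genes went from 33 without VNS 2 to 184 without control 4 and the lower genes from 93 without control 1 to 895 without control 4, and here too only without control 1 did the higher genes, 152, outnumber the lower ones. The genes of Table S3 that were at least 2-fold lower went from 215 without control 1 to 522 without control 4. Each of these fits had 7 samples. The cause was not tested.

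Of the 9 lists under 0.05, 9 kept their call with either pseudocount, without a filter, with the GC correction, and without control 2, control 4 or VNS 3, and 6 kept it when scaled to total reads. Without control 3 the number was 7, without VNS 1 and VNS 2 it was 3 each, without VNS 4 it was 2, and without control 1 it was 0. In limma, fry left all of them lower, at an adjusted p of 0.746 for the TNF, JAK-STAT, Toll-like receptor, MAPK, FoxO, inflammatory response, protein kinase and lipid droplet lists and 0.758 for the chemokine list, and so did camera with an estimated correlation, at 0.639 for the TNF, JAK-STAT, Toll-like receptor, MAPK, FoxO, inflammatory response, protein kinase and lipid droplet lists and 0.679 for the chemokine list. Both take the correlation among a list's genes from these samples, unlike the preset correlation, and each of the 9 calls was lost under both. With a mean value of at least 100, which tests fewer genes, the lists that lost the call were lower at 0.143 for the TNF and FoxO lists, 0.116 for the JAK-STAT and Toll-like receptor lists, 0.0775 for the chemokine list, 0.199 for the protein kinase list and 0.262 for the lipid droplet list, while the GABA list passed at 0.0161. With no filter the stress response list passed at 0.0297 and the glutamate list turned lower at 0.941. With scaling to total reads the lists were lower at 0.0830 for the Toll-like receptor list, 0.0678 for the FoxO list and 0.0826 for the lipid droplet list, and the glutamate list turned lower at 0.920. With the GC correction the ECM-receptor list passed at 0.0368, higher in VNS.

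With quantile normalization the adjusted p in limma was 0.989 for the TNF and Toll-like receptor lists, 0.990 for the JAK-STAT and FoxO lists, 0.711 for the MAPK list, 0.243 for the inflammatory response list and 0.497 for the lipid droplet list, all still lower. Higher in VNS under it were the lists at 0.989 for the chemokine and dioxygenase lists, 0.990 for the protein kinase list and 0.302 for the T cell list, and the glutamate list was lower at 0.989. The cause was not tested.

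With sample weights the JAK-STAT list stayed lower at 0.836. These lists turned higher in VNS, at an adjusted p in limma of 0.223 for the TNF and Toll-like receptor lists, 0.133 for the chemokine and dioxygenase lists, 0.489 for the MAPK list, 0.282 for the FoxO list, 0.773 for the cytokine and stress response lists, 0.777 for the insulin degradation and lipid droplet lists, 0.0710 for the inflammatory response list, 0.366 for the protein kinase list and 0.0412 for the immediate early list, and the glutamate list turned lower at 0.498. With weights fitted gene by gene the JAK-STAT list stayed lower at 0.799, the lists that turned higher were at 0.544 for the TNF and Toll-like receptor lists, 0.320 for the chemokine list, 0.908 for the MAPK list, 0.695 for the FoxO list, 0.799 for the cytokine and protein kinase lists, 0.975 for the insulin degradation, stress response and lipid droplet lists, 0.232 for the inflammatory response and dioxygenase lists and 0.168 for the immediate early list, and the glutamate list turned lower at 0.695. Both sets of weights give control 1 little weight.

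With the neutrophil list score as a covariate the protein kinase list stayed lower at 0.897. These lists turned higher in VNS, at an adjusted p in limma of 0.194 for the TNF and dioxygenase lists, 0.567 for the JAK-STAT and lipid droplet lists, 0.278 for the Toll-like receptor, insulin degradation and stress response lists, 0.0115 for the chemokine and inflammatory response lists, 0.496 for the MAPK and FoxO lists, 0.142 for the cytokine list, 0.00718 for the neutrophil granule list, 0.811 for the T cell list, 0.916 for the B cell list and 0.818 for the erythroid list, and the glutamate list turned lower at 0.496. The T cell list also turned higher with a mean value of at least 100, at 0.890.

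Across the fits that each left out 1 sample, the adjusted p in limma of the pathway lists ran from 0.00241 without control 3 to 0.258 without control 1 for the TNF list, from 0.00745 without control 3 to 0.984 without control 1 for the JAK-STAT list, from 0.00120 without control 3 to 0.258 without control 1 for the Toll-like receptor list, from 0.00148 without control 2 to 0.216 without VNS 1 for the chemokine list, from 2.04e-05 without control 2 to 0.927 without control 1 for the MAPK list and from 0.00358 without control 2 to 0.927 without control 1 for the FoxO list. It ran from 0.0487 without VNS 3 to 0.989 without VNS 4 for the ECM-receptor list, from 0.142 without control 4 to 0.967 without VNS 1 for the cytokine list, from 0.466 without VNS 3 to 0.995 without VNS 4 for the glutamate list, from 0.238 without control 2 to 0.927 without control 1 for the insulin degradation list, from 0.0173 without VNS 3 to 0.890 without control 3 for the stress response list, from 4.51e-07 without control 2 to 0.165 without control 1 for the inflammatory response list, from 0.109 without control 2 to 0.524 without VNS 2 for the dioxygenase list, from 4.33e-04 without control 3 to 0.927 without control 1 for the protein kinase list and from 0.0158 without control 2 to 0.927 without control 1 for the lipid droplet list. In the fit without control 1 the TNF, Toll-like receptor, chemokine, inflammatory response, insulin degradation, cytokine and dioxygenase lists were higher in VNS, with the chemokine list at 0.165, and the glutamate list was lower without control 1, control 3 or VNS 1. Among the cell type lists it ran from 0.00233 without VNS 4 to 0.755 without VNS 1 for the neutrophil granule list, from 6.59e-05 without control 1 to 0.943 without control 4 for the monocyte list, from 0.00798 without control 3 to 0.851 without VNS 2 for the T cell list, from 1.86e-04 without VNS 4 to 0.755 without VNS 1 for the B cell list and from 6.43e-05 without VNS 4 to 0.858 without control 4 for the NK cell list. The T cell list was higher in VNS without control 3, at 0.00798, and lower without control 1 and VNS 3, at 0.0375 and 0.0277. The neutrophil granule and B cell lists, lower without VNS 4, were higher without VNS 1.

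Over all settings other than a sample left out, the pathway lists gave 135 results with the same direction and side of the threshold, 38 weaker, 3 stronger and 45 reversed, and the cell type and handling lists 100, 26, 8 and 8. With a sample left out the pathway lists gave 96 with the same direction and side, 26 weaker, 4 stronger and 10 reversed, and the other lists 58, 12, 7 and 11.

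For the single genes, 471 of the results under other settings kept direction and side, 2 passed the adjusted threshold, FOLR3 and RGS1 under DESeq2, and 4 reversed. The IL1B log2 fold change was -0.99 under edgeR and -1.08 under DESeq2, and the MS4A1 log2 fold change 0.12 and 0.0904, against 0.05 and -0.10 in limma. The count tests compare means of reads and limma means of log2 values, so that 1 high sample weighs more in the former. With a sample left out 957 results kept direction and side and 27 reversed. The log2 fold change ran from -0.11 without control 1 to 0.47 without control 3 for TGFB3, from -0.97 without control 4 to 0.0961 without control 1 for IL4, from -0.38 without control 4 to 1.01 without control 1 for IL1B, from -0.64 without control 4 to 0.30 without control 1 for CD14, from -0.0256 without control 2 to 0.75 without control 1 for LYZ, from -0.0137 without control 2 to 0.74 without VNS 3 for PPBP, from -0.88 without control 4 to 0.72 without control 1 for FOS, from -1.39 without control 2 to 0.56 without control 1 for EGR1, from -0.64 without VNS 3 to 0.19 without control 3 for CD3E and from -0.50 without VNS 4 to 0.28 without VNS 1 for MS4A1. It ran from -1.32 without control 4 to 0.16 without control 1 for CEBPB, from -1.18 without control 4 to 0.0224 without control 1 for RASGRP4, from -1.27 without control 4 to 0.12 without control 1 for TGFA, from -1.13 without control 4 to 0.0319 without control 1 for GLUL, from -1.53 without control 4 to 0.0158 without control 1 for C5AR1, from -1.48 without control 4 to 0.25 without control 1 for FPR1, from -1.06 without control 4 to 0.30 without control 1 for TREM1, from -1.30 without control 4 to 0.0682 without control 1 for IL1RN and from -1.43 without control 4 to 0.26 without control 1 for THBD. The cause was not tested.

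The depth limits the low genes. Of the genes of Table S2, 93 had a mean value under 10 and were not tested, and in 51 no control sample had more than 3 reads. NLGN1, IL4 and IL6 were among the genes too low to be tested with limma.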

Differences from the paper's values

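The fits of DESeq2 and edgeR with a sample left out, scaling to total reads, the correction for GC content and sample weights fitted gene by gene were chosen only after the results were seen.

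The paper reports 180 upregulated genes. In limma 0 genes were higher at an adjusted p under 0.05 and 58 at an unadjusted p under 0.05, both with at least a 2-fold change. For the adjusted threshold none of the alternatives set before the data were examined came within 1.5 times of the paper's value, and sample weights gave 415. For the unadjusted threshold, of the alternatives set before the data were examined, leaving out control 1, with 129 genes, and leaving out control 2, with 131, came within 1.5 times of the paper's value, and the others did not. Of the fits chosen after seeing the values, DESeq2 without control 1, with 189 genes, and edgeR without control 1 and without control 4, with 152 and 184, came within it.

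For the downregulated genes the paper reports 563. In limma 0 genes were lower at an adjusted p under 0.05 and 74 at an unadjusted p under 0.05, both with at least a 2-fold change. For the adjusted threshold no alternative set before the data were examined came within 1.5 times of the paper's value, and the nearest, sample weights, gave 165. For the unadjusted threshold, of the alternatives set before the data were examined, sample weights, with 713 genes, leaving out control 4, with 610, and DESeq2 on the recovered reads, with 416, came within 1.5 times of it, and the others did not. Chosen after seeing the values, DESeq2 without control 2, VNS 3 and VNS 4 also came within it, with 774, 402 and 461 genes, and so did edgeR without control 2, with 488.

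The paper's methods give 80 M reads per sample. The reads counted on genes had a median of 18.0 M in control and 14.2 M in VNS samples. The paper's value counts sequenced reads of both directions and the values here count what was assigned to genes, so that the scales differ, and no alternative changes the reads.

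The methods set a false-discovery rate of 0.05 for a differentially expressed gene, while the sheet names of Tables S2 and S3 and the figure legends give a p-value of 0.05. In the authors' deposited table 2 genes have an adjusted p under 0.05, and 738 an unadjusted p under 0.05. By the ratio of the means of the deposited values, the authors' deposited table has 180 genes at least 2-fold higher and 484 at least 2-fold lower at an unadjusted p under 0.05, where the paper gives 180 and 563.

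The text describes the genes of Table S3 as lowered by more than 2-fold, and 54 of them were lower by less than that and 22 were higher in VNS by the deposited values. For these 22 the ratio of the means of VNS to control was between 1.59 and 2.00, and the fold column of the paper's Table S3 lies between -0.627 and -0.501. LEPR and HGD are among them, with log2 fold changes of 0.97 and 0.70 in VNS against control.

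The paper names glutamate genes among those raised by VNS, and of the 17 tested genes of the list used here 8 were higher and 9 lower. It names TGF-beta signaling as raised, where the adjusted p from camera in limma was 0.335, and no setting brought it under 0.05. For ECM-receptor interaction, named as raised, it was 0.335, and under 0.05 without VNS 3, at 0.0487, and with the correction for GC content, chosen after seeing the values, at 0.0368. For the GABA genes, named as raised, it was 0.150, and 0.0161 where genes with a mean value of at least 100 were tested.

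Stress genes are named as lowered, and the adjusted p from camera in limma was 0.122. It was under 0.05 without a filter, at 0.0297, and without VNS 3, control 2 and control 4, at 0.0173, 0.0239 and 0.0354. For insulin catabolism and dioxygenase activity, named as lowered, it was 0.358 for each list, and no setting brought either under 0.05. The paper states that pro-inflammatory cytokines decline. Here 11 of 18 tested genes of the cytokine list were lower, the adjusted p in limma was 0.451, and no setting brought it under 0.05. The IL1B log2 fold change was 0.05 in limma, and -0.99 under edgeR and -1.08 under DESeq2. Neither count test called IL1B at an adjusted p under 0.05. Its normalized count was 4084 in control 1 against 294, 344 and 225 in the other control samples. Without control 1 its log2 fold change in limma was 1.01.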

Other observations

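The tests of whether 1 control sample decides the list, the direction or the gene lists, and the test of granulocytes on the gene lists, were chosen only after the result was seen.

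The samples were regrouped into each of the 35 splits of the 8 samples into 4 and 4. The real groups had 0 genes at an adjusted p under 0.05, with 173 at an unadjusted p under 0.05, and as all 35 splits reach a count of 0 by necessity, that count says nothing about the groups. Of the splits, 3 gave more than 0, up to 3483. At an unadjusted p under 0.05 and 2-fold, 27 of the 35 splits gave at least the 132 genes of the real groups, with a median of 280 and a range from 62 to 5385. For the 17 lists, 15 of the 35 splits gave at least 9 with an adjusted p under 0.05 from camera in limma, with a median of 8 and a maximum of 13. The real groups are not set apart from other groupings of these samples by the number of genes at an unadjusted p or by the number of lists.

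The 11 further lists stood for blood cell types, handling and feedback, and 7 had an adjusted p under 0.05 from camera in limma. No member of these lists passed 0.05 adjusted over the list alone, and between 0 and 3 members of a list had an unadjusted p under 0.05. They were the neutrophil list, at 1.09e-10, with 22 of 22 genes lower in VNS, the eosinophil list at 1.45e-06 with 9 of 9 lower, the immediate early list at 2.32e-05 with 19 of 19 lower, the negative feedback list at 1.41e-04, the erythroid list at 0.00452 with 8 of 10 lower, the platelet list at 0.00918 with 16 of 19 higher, and the B cell list at 0.0214 with 11 of 12 lower. The monocyte list was at 0.657, the T cell list at 0.640, the NK cell list at 0.355 and the neutrophil granule list at 0.355. None of the 7 held under fry, at an adjusted p of 0.929 in limma for each, or under an estimated correlation, from 0.543 to 0.740, and no score of the 11 lists differed by the exact permutation test, where the smallest was p = 0.229, for the eosinophil list. Across the fits without 1 sample the adjusted p in limma ran from 1.44e-14 without VNS 3 to 0.00447 without control 1 for the neutrophil list, from 8.08e-09 without control 2 to 0.00447 without control 1 for the eosinophil list, from 1.36e-08 without VNS 3 to 0.670 without control 2 for the platelet list, from 4.32e-12 without VNS 4 to 0.235 without VNS 2 for the erythroid list, from 1.03e-07 without control 2 to 0.589 without control 1 for the immediate early list and from 1.29e-05 without control 2 to 0.107 without control 1 for the negative feedback list. When control 1 was left out the monocyte list was higher in VNS at 6.59e-05, and the T cell and NK cell lists lower at 0.0375. The T cell list was also lower without VNS 3, at 0.0277, but higher without control 3, at 0.00798.

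Granulocytes that stayed in the PBMCs of some control samples were tested as a source of the genes lower in VNS. The neutrophil list score was 13.28, 8.56, 10.28 and 7.31 in control samples 1 to 4 and 6.57, 6.34, 9.82 and 8.99 in VNS samples 1 to 4 (exact permutation test, p = 0.257). Among its most abundant genes, CXCR2 had 56447, 1614, 7819 and 572 normalized counts in control and 342, 223, 5989 and 2602 in VNS samples 1 to 4, and FCGR3B, with 14.8% of its sequence shared, 39809, 1314, 13357 and 737 and 82.9, 25.3, 5914 and 2092. The eosinophil gene CLC had 3595, 202, 2154 and 170.1 and 50.1, 77.8, 693 and 541. Of the 23 genes of the neutrophil list 22 had a mean value of at least 10 in these samples, 4 are in another list and 6 are in Table S3. With the neutrophil score as a covariate the lower genes rose from 74 to 240, and 27 of the 74 were still among them. The genes that stayed were lower beyond a straight-line fit on this score, though no gene passed the adjusted threshold with it. The score was higher in control 1, at 13.28, than in any other sample, so that the fit leans on control 1. A neutrophil signal that does not follow a straight line would remain after the fit. Neutrophils thus stay open as a source of the genes that stayed and of the rest of the 74. Eosinophils, which are also granulocytes, were not in the covariate and stay open. Their list was still lower with it, with a median log2 fold change of -0.41 and an adjusted p of 0.247 in limma. Of the 9 pathway lists lower in VNS, 0 stayed lower past the threshold with the neutrophil score as a covariate, so that the share of granulocytes may account for these calls. As the score follows control 1, an expression change in that sample alone stays open as well, and so does an effect of VNS on the number of circulating granulocytes, which was not tested.

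A higher share of monocytes in the control samples was tested as a cause of the lower genes. The monocyte score was 12.32 ± 0.76 in control and 12.35 ± 0.30 in VNS samples (SD, n = 4 each), a difference of 0.0318, with CD14 at 15582 ± 15352 and 9433 ± 1537 normalized counts and LYZ at 35029 ± 22105 and 38910.5 ± 4417 (SD, n = 4 each). Leaving out control 1 made the difference 0.40. The genes of the list went both ways, 8 higher and 7 lower. The list was higher in VNS past the threshold from camera in limma without control 1, at an adjusted p of 6.59e-05, with quantile normalization, at 2.95e-04, with sample weights, at 1.08e-06, with weights fitted gene by gene, at 3.74e-06, and with the neutrophil covariate, at 0.0183, and under none of the settings was it lower past the threshold. These values go against a higher share of monocytes across the control samples, while control 1, with the highest monocyte score, 13.43, keeps it open for that sample. Time or handling between venipuncture and lysis was tested with the immediate early list, whose score differed by -0.76 between VNS and control samples (n = 4 each, exact permutation test, p = 0.429), a difference that was -0.11 without control 1. FOS had 165646, 9157, 10875 and 5909 normalized counts in control and 7621, 13207, 22442 and 16016 in VNS samples 1 to 4. Of the list, 8 genes are in Table S3 and 9 in another list. A gap between control 1 and the other control samples, none of which had VNS, is not an effect of VNS. Its cause, handling included, was not settled. An effect of VNS on these genes beyond control 1 cannot be told with 4 samples per group.

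Platelets were tested as a source of the ECM-receptor genes higher in VNS. The platelet score was 10.25 ± 0.91 in control and 10.56 ± 0.96 in VNS samples (SD, n = 4 each, exact permutation test, p = 0.714), and the difference of 0.32 was 0.71 without control 1. PPBP, with 29.4% of its sequence shared, had 9131 ± 4571 normalized counts in control and 11896 ± 6382 in VNS samples, and PF4, with 61.0%, 2933 ± 1799 and 3664 ± 1731 (SD, n = 4 each). Of the platelet list 11 genes are in another list, 5 of the tested ones in the ECM-receptor list, whose median log2 fold change was 0.23. The other 50 tested ECM-receptor genes had a median of 0.13, with 28 higher in VNS. Platelets and an expression change in other cells cannot be told apart, since the samples of each group overlap in both.

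GC content was tested as a cause of the lower genes, where 99.8% of the tested genes had a value. Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of -0.397 with the GC content and of 0.00337 with the length of the gene. After a correction for GC content within each sample 63 genes were lower against 74, of which 45 were the same, which argues against GC content as the whole cause.

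One control sample was tested as the cause of the lower genes. The lowest number of lower genes with a control sample left out was 39, without control 3, and without control 4 there were 610, while leaving out VNS 2 gave 43. Without control 1 there were 57 lower and 129 higher genes. Of the 74 lower genes, 26, 49, 14 and 68 were the same genes without control 1 to 4, and 38, 28, 38 and 45 without VNS 1 to 4. The genes that stayed do not rest on the sample left out. For the others the effect of 1 control sample and the loss of any 1 sample cannot be told apart, since leaving out a VNS sample also removed many of them. For DESeq2 on the recovered reads, where lower genes outnumber higher ones, 120 genes were lower and 189 higher without control 1, and the lower genes outnumbered the higher ones in each of the 7 fits without another sample. Control 1 may thus set the direction of the DESeq2 counts, and it had the highest value of 390 of the 563 genes of Table S3. Of the 9 pathway lists 0 stayed past the threshold without control 1, where 5 were still lower. In each of the other fits with 7 samples all 9 were lower, and 9 stayed past the threshold without control 2, control 4 or VNS 3 and 7 without control 3, so that the smaller number of samples alone does not account for the loss without control 1. As only 3, 3 and 2 stayed without VNS 1, VNS 2 and VNS 4, it stays open whether the calls rest on control 1 alone. Whether control 1 differs for a biological reason was not tested.

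TNF is listed at 0 in all samples, and so are 69.2% of the protein-coding genes of the major histocompatibility complex region of chromosome 6, from 29555629 to 33409896, 108 of 156, against 132 of 890, 14.8%, on the rest of the chromosome. TUBB, DDX39B, FLOT1, CSNK2B and VARS1 are at 0 there, and RPS18 has a highest value of 0.941. Outside the region, 368 of the 620 protein-coding genes with a copy on an alternate contig of the reference were at 0, 59.4%, CCL3 and CCL4 among them, against 2350 of 18224, 12.9%, of those without such a copy. Inside the region none of the 4 genes without a full copy was at 0. Reads that align both to the chromosome and to an alternate contig and were therefore not counted are a candidate explanation for the 0 of TNF, LTA, LTB, HSPA1A and HSPA1B. The alignments were not analysed here, so that the expression of these genes stays unknown. Of the genes of Table S2 1 and of Table S3 6 have such a copy.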
